# Immunomodulation of the Prostate Tumor Microenvironment Following Inorganic Arsenic Exposure

**DOI:** 10.1002/jat.70108

**Published:** 2026-02-23

**Authors:** Joseph J. Shearer, Cosette Rivera‐Cruz, Alexandre M. B. Cavalca, Carlos Eduardo Fonseca‐Alves, Marxa L. Figueiredo

## Abstract

The tumor microenvironment (TME) influences prostate cancer (PCa) progression through stromal and immune interactions. Adipose‐derived mesenchymal stromal cells (ASCs) modulate immune tone, while inorganic arsenic (iAs), a widespread toxicant, is linked to immune suppression and carcinogenesis. Their combined impact on PCa immunity has remained unclear. Using a Ras‐driven murine PCa model (TC2Ras, which mimics aggressive, immune‐interactive PCa through constitutive Ras signaling), we assessed ASC and chronic iAs exposure effects on tumor growth, immune infiltration, and transcriptomic remodeling via flow cytometry, RNA‐seq, and qPCR. ASC‐conditioned media increased TC2Ras viability by up to 82%, an effect reversed by iAs (300–1000 ppb). In vivo, ASC co‐implantation significantly elevated tumor weight in ASC + iAs tumors. ASC promoted approximately twofold macrophage and CD4^+^ T‐cell infiltration, while iAs suppressed macrophages and MDSCs. We performed RNA‐seq and qPCR, confirming that a sustained IFNγ‐IRF1 activation (approximately eightfold) in ASC tumors occurred alongside an iAs‐driven downregulation of adaptive immunity, as well as an upregulation of immune checkpoint genes (Pdcd1, Lag3). These findings demonstrate that ASC–iAs crosstalk remodels the TME toward immune tolerance and chronic IFNγ signaling, potentially facilitating tumor progression and revealing novel mechanisms by which environmental toxicants may influence cancer immunity through stromal cell interactions.

## Abstract 2

The tumor microenvironment shapes how prostate cancer (PCa) progresses through stromal‐immune interactions. We investigated how adipose‐derived mesenchymal/stromal cells (ASC) and chronic inorganic arsenic (iAs) exposure jointly influence PCa by using a Ras‐driven murine model. ASC‐conditioned media enhanced TC2Ras viability, while iAs reversed this effect. In vivo, ASC + iAs tumors showed increased weight, altered immune infiltration, and transcriptomic remodeling, including a sustained IFNγ‐IRF1 axis and immune checkpoint upregulation. ASC–iAs crosstalk promotes immune tolerance, revealing mechanisms by which environmental toxicants modulate cancer immunity.

**Abbreviations**
ASC: Adipose‐derived stromal cell
Arg1: Arginase 1
CD: Cluster of differentiation
CM: Conditioned media
DEG: Differentially expressed gene
F4/80: Murine macrophage marker
FMO: Fluorescence minus one
FPKM: Fragments per kilobase of transcript per million mapped reads
GEO: Gene expression omnibus
IFNγ: Interferon gamma
IL‐1β: Interleukin 1 beta
iAs: Inorganic arsenic
iNOS: Inducible nitric oxide synthase
IRF1: Interferon regulatory factor 1
Ly6C: Monocyte marker
MCODE: Molecular complex detection
MDSC: Myeloid‐derived suppressor cell
M‐MDSC: Monocytic myeloid‐derived suppressor cell
MSC: Mesenchymal stromal cell
NK Cell: Natural killer cell
NKT: Natural killer T cell
PCa: Prostate cancer
qRT‐PCR: Quantitative reverse transcription polymerase chain reaction
RIN: RNA integrity number
RNA‐seq: RNA sequencing
TC2Ras: Ras‐driven prostate cancer cell line
Tfh: T follicular helper cell
TGFβ: transforming growth factor beta
Th1: T helper type 1 cell
TIMER2.0: Tumor immune estimation resource
TME: Tumor microenvironment
TPM: Transcripts per million
TRAMP: Transgenic adenocarcinoma of mouse prostate
TRRUST: Transcriptional regulatory relationships unraveled by sentence‐based text mining
Treg: regulatory T cell

## 1 Introduction

The tumor microenvironment (TME) can be considered a complex milieu of cell types including epithelial (normal or tumor cells), endothelial, stem, and immune cells, among others. For instance, in prostate cancer (PCa), the TME is characterized by a unique fibromuscular stroma and epithelial cells which are androgen‐responsive and able to interact dynamically with both the immune and the stromal components (Pederzoli et al. 2023). Each of these cell populations influences cell signaling within the TME through the release of cytokines and growth factors that, when uncontrolled, can facilitate the progression of cancer (Quail and Joyce 2013). These soluble factors influence the tumor directly and indirectly through the recruitment and maturation of immune cells. However, the TME, rather, can attenuate the function of recruited immune cells, creating an immunosuppressive environment that is conducive to tumor progression (Du et al. 2024; Giraldo et al. 2019; Goliwas et al. 2021). This has been shown in the clinic for PCa tissues, whose prostate stroma creates an immunosuppressive environment strongly associated with tumor progression (Ribeiro, Monteiro, Catalán, et al. 2012). Given that PCa is one of the most prevalent malignancies in men and that it often progresses silently until reaching the advanced stages, understanding the immunosuppressive mechanisms within its TME is critical for developing effective therapies.

Adipose‐derived mesenchymal stromal cells (ASCs) are enriched in tumors of PCa patients (Ribeiro, Monteiro, Silvestre, et al. 2012), in part, to restore a homeostatic state within the TME by dampening inflammatory responses (Hocking 2015). However, our group (Shearer et al. 2016) and others (Prantl et al. 2010) have shown that ASCs can influence cancer cell growth, and this is partly through the release of soluble factors. It is known that the paracrine signaling from mesenchymal stromal cells (MSCs) contributes to the recruitment of immune cells to the tumor (Sun et al. 2014) and can alter proliferation rates and maturation of several immune cell populations (Cuiffo and Karnoub 2012). In the context of PCa, ASCs may contribute to tumor progression not only via immunomodulation but also by promoting angiogenesis and to some extent also through epithelial‐mesenchymal transition (Liang et al. 2021; Su et al. 2021).

Genetically engineered mouse models, such as TC2Ras and TRAMP, have provided valuable platforms for studying PCa progression (Figueiredo et al. 2024; Kido et al. 2019). For example, the TRAMP model uses the probasin promoter to drive SV40 T antigen expression in the prostate epithelium, and this model can recapitulate several features of human PCa, including neuroendocrine differentiation and metastatic spread. Meanwhile, the TC2Ras model developed by our group incorporated oncogenic Ras signaling and has been shown to enable recruitment of a variety of tumor‐promoting cell components (Figueiredo et al. 2021). This model thus enables the study of epithelial‐stromal interactions and immune modulation within the TME (Kumar et al. 2025). TRAMP and TC2Ras are among models that can be used for dissecting the influence of environmental exposures such as inorganic arsenic (iAs) on tumor biology and immune cell dynamics. By employing these models, we can better understand how stromal and immune components respond to carcinogenic stimuli and how they may contribute to PCa progression.

Largely understudied areas of tumor biology include not only the understanding of the complex interplay between stromal cell populations and PCa cells within the TME but also the susceptibility of the TME to environmental exposures. iAs represents a major public health concern, with > 200 million people yearly exposed to unsafe levels in their drinking water alone (Bommarito et al. 2019; Frisbie and Mitchell 2022; Naujokas et al. 2013; Smeester et al. 2017). Arsenic and iAs compounds are classified as Group 1 carcinogens by the International Agency for Research on Cancer (IARC), reflecting sufficient evidence of carcinogenicity in humans (IARC Working Group on the Evaluation of Carcinogenic Risks to Humans 2012). And although iAs has been implicated in the development of several cancers, including PCa (Alvarado‐Morales et al. 2021; Escudero‐Lourdes et al. 2022; Xu et al. 2021), its potential role in modulating cell‐mediated signaling within the prostate TME has remained poorly understood. Therefore, in this study, we examined the hypothesis that exposure to iAs could alter the ASC‐mediated recruitment and/or maturation of immune cells within the TME, thus influencing prostate tumor growth.

## 2 Materials and Methods

### 2.1 Cell Culture and Conditioned Media (CM) Collection

Mouse ASC‐GFP primary cells, alongside NIH 3T3 (fibroblastic), 3T3 L1 (preadipocyte‐like), and differentiated 3T3 L1 (adipocyte‐like) lines representing a spectrum of adipocyte differentiation, were maintained and utilized as described below. ASC‐GFP cells were isolated from 8‐ to 12‐week‐old male C57BL/6‐Tg (UBC‐GFP) mice using established protocols (21). ASCs were cultured as described in “base media” (21,22), while NIH 3T3 and 3T3 L1 were cultured in DMEM with 10% FBS and 1X anti‐anti. Prior to iAs exposure, 3T3 L1 cells were differentiated into adipocyte‐like cells as described (Reed and Lane 1980). To model the periprostatic adipose stromal spectrum, each cell type was exposed to 0, 300, or 1000 ppb iAs in base media for 1 week, followed by washing and replacement with DMEM:F12 with 2% FBS for 24 h before collecting the CM. The iAs concentrations were selected (300 and 1000 ppb) based on (i) the rationale of the environmentally relevant chronic exposure levels reported in contaminated groundwater and (ii) to align with prior studies demonstrating stromal and immune modulation without systemic toxicity (9,30).

### 2.2 Cell Viability

The mouse PCa cell line TC2Ras was previously generated and characterized by our group (Figueiredo et al. 2024; Umbaugh et al. 2018; Zolochevska et al. 2013) and cultured as described (Figueiredo et al. 2024). TC2Ras were seeded at 3000 cells per well in 96‐well plates. After 24 h, baseline cell viability was determined using the Cell Counting Kit 8 (CCK‐8 assay) (Dojindo), with analyses as we have previously reported (Zolochevska and Figueiredo 2011). Media was replaced with CM collected from each of the adipogenic‐like lineages at a defined cell:cell ratio (from 0% to 10%); TC2Ras cells were incubated with CM for 48 h, with cell viability reassessed using CCK‐8.

### 2.3 Animal Exposure and Tumor Implantation

All animal procedures were performed under veterinary supervision per protocols approved by the Purdue University's Institutional Animal Care and Use Committee (PACUC). Mice initially received low‐arsenic chow (AIN‐76A purified diet [Research Diets Inc.]) and Milli‐Q water for 2 weeks to flush residual iAs. Mice were then temporarily anesthetized with isoflurane and subcutaneously injected with 125,000 TC2Ras ± 1% ASC‐GFP cells into the flanks. ASC proportion rationale was based on our prior studies (Shearer et al. 2017; Shearer et al. 2016) and aligns with MSC levels reported in human prostatectomy tissue (Brennen et al. 2016; Brennen et al. 2013). Postimplantation, mice were split to receive either 0 or 300 ppb of iAs in the drinking water for the duration of the study. Tumors were monitored twice weekly by caliper measurements of width and perpendicular length, with volume estimated by the following: Tumor volume (mm^3^) = 0.5 × (length [mm] × width [mm]^2^).

### 2.4 Tumor Isolation

At 21 and 26 days posttumor cell implantation, mice (*n* = 3–8 per group) were euthanized by CO₂. Tumors were excised, weighed, and halved for RNA and flow cytometry analyses, combining left and right flank samples per mouse. Tumor samples were kept in 1X PBS until processing. A dissociation solution (~1.3 mL) containing 2.5 mg/mL of DNase II, 1 mg/mL of collagenase IV, and 0.5 mg/mL of hyaluronidase V (in PBS, without Mg/Ca) was added to tumor minced sections made utilizing scalpels. Samples were incubated at 37°C in the presence of shaking (at ~90 rpm) for 90 min, then filtered utilizing a 70‐μm strainer. Cells were washed twice with PBS (with Ca^2+^/Mg^2+^) and stored on ice before proceeding to flow cytometry staining (Zolochevska et al. 2011).

### 2.5 Flow Cytometry

Tumor‐derived cells (200,000/sample) were stained to assess viability using the LIVE/DEAD Fixable dye (1 μL, 30 min on ice), followed by surface antibody panels (Table S1) for 30 min at 4°C. After this, cells fixed in 2% paraformaldehyde (PFA) were stored at 4°C for ≤ 4 days. Intracellular staining was performed after permeabilization (Permeabilization Wash Buffer, BioLegend) with antibodies (Table S1) for 30 min at room temperature (RT). After washing and filtering through a 35‐μm strainer, samples were analyzed on a BD Fortessa Cell Analyzer at Purdue's Flow Cytometry Facility. Compensation was calculated using UltraComp eBeads and gating employed Fluorescence Minus One (FMO) controls (Tung et al. 2004) to delineate gates accounting for spectral overlap from multiple fluorochromes. Data analyses were performed with FlowJo v10 (FlowJo LLC). T cell subsets were identified using CD4, CD8, and TCR γδ markers, following multiparametric flow cytometry panels described in mice (Buus et al. 2019). Macrophages were characterized by F4/80 and CD11b; CD38 and Egr2 were used to distinguish M1 and M2 phenotypes based on established markers in murine macrophages (Jablonski et al. 2015). MDSCs were defined by CD11b^+^Gr‐1^+^ and further subdivided into Ly6C^+^ (monocytic or M‐MDSCs) and Ly6G^+^ (granulocytic or G‐MDSCs) subsets, as detailed in standard mouse MDSC protocols (Höchst et al. 2015).

### 2.6 RNA Extraction

To preserve RNA integrity, tumor fractions were immersed in RNAlater Stabilization Solution (Invitrogen) and stored at 4°C for up to 7 days following manufacturer guidelines (Grotzer et al. 2000). Afterwards, tissues were transferred to −80°C for long‐term storage. Approximately 15–18 mg of tissue was used for RNA extraction. Samples were homogenized in 600 μL of RLT buffer with 10 μL of β‐mercaptoethanol using a PRO200 homogenizer (three 10‐ to 15‐s pulses at medium power). For in vitro cell pellets, 350 μL of RLT buffer was used and lysates were passed three times through a 27G syringe. All lysates were processed with the Qiagen RNeasy Mini Kit, with RNA eluted in 50 μL of DNase/RNase‐free water (Invitrogen).

### 2.7 RNA Sequencing and Bioinformatics Analyses

To gain an understanding of the molecular and immunological changes induced by ASC and/or iAs exposure in TC2Ras tumors, we performed RNA sequencing (RNA‐seq) on tumor samples collected 21 days postimplantation. This time point was selected because gene expression changes had stabilized as detected with qPCR pilot studies and were significantly different from controls (at Day 26, tumor overgrowth obscured group differences). RNA‐seq was performed in collaboration with LC Sciences (Houston, TX, USA), with prior assessment of RNA integrity using the Agilent 2100 Bioanalyzer; all samples had RIN scores > 7.0. Libraries were prepared with Illumina's TruSeq Stranded mRNA kit, which enriches poly(A) RNA via oligo (dT) beads, followed by fragmentation with divalent cations at elevated temperature. Library quality was validated on the Agilent Bioanalyzer. Sequencing was conducted on the Illumina NovaSeq 6000 with paired‐end reads. Raw reads were trimmed of adapters, low‐quality, and ambiguous bases using Cutadapt and custom Perl scripts, with quality control via FastQC. Clean reads were aligned to the *Mus musculus* genome using HISAT2, then assembled with StringTie, merged with gffcompare, and quantified with StringTie and Ballgown, reporting FPKM values. Differential expression analysis was performed with DESeq2 (Liu et al. 2021) and edgeR (Robinson et al. 2010), considering genes with adjusted *p*‐value < 0.05 and|fold change | ≥ 1.5 as significant.

### 2.8 Functional Enrichment and Pathway Analysis

To best interpret the biological significance of differentially expressed genes, we conducted enrichment analyses using Metascape (https://metascape.org/) (Zhou et al. 2019). Gene lists were uploaded with *M. musculus* selected as the reference species, and all available annotation categories, which include pathways, structural complexes, and functional sets, were included. Custom parameters were set to a minimum overlap of three genes and a *p*‐value < 0.05. Protein–protein interaction (PPI) enrichment was assessed using combined databases. Additionally, g:Profiler (https://biit.cs.ut.ee/gprofiler/) was used to explore regulatory networks, particularly transcription factor enrichment among upregulated genes, using the g:GOSt module and multiple testing correction.

### 2.9 Immune Cell Composition Estimation

To assess immune cell infiltration in tumors posttreatment, immune deconvolution was performed using TIMER2.0 (Li et al. 2020), which accepts TPM‐normalized RNA‐seq data as input. Developed for TME analysis, TIMER2.0 incorporates the immunedeconv R package, which integrates multiple deconvolution algorithms applicable to a variety of tissue types including tumors.

### 2.10 RT‐qPCR Analysis

Complementary DNA was synthesized from 0.5 μg total RNA using amfiRivert Platinum cDNA Synthesis Master Mix (GenDepot). Quantitative PCR used 1 μL of cDNA, 2× KAPA SYBR Fast Master Mix (Roche), and 1 to 2 μM gene‐specific primers, with GAPDH as the internal control. Amplification was performed on a ViiA7 and QuantStudio 3 systems (Thermo Fisher Scientific) under cycling: 95°C for 3 min; 40 cycles of 95°C for 3 s, 60°C for 30 s, and 72°C for 19 s. Data were analyzed using QuantStudio 3 software.

### 2.11 Statistical Analysis

Statistical calculations were performed using GraphPad Prism. Conditioned media (CM) experiments and TC2Ras viability were assessed for statistically significant relationships utilizing one‐way ANOVA analyses. For determining statistical significance for estimated tumor size, tumor mass, flow cytometry, and RT‐qPCR results, the exposure and commix groups were assessed using a two‐way ANOVA, with *p* < 0.05 considered significant. Results are shown as the mean ± SD with individual samples shown as dots with bars representing the max/min samples.

## 3 Results

### 3.1 In Vitro Modeling of the TME and the Effects of iAs and ASCs

To examine how the differentiation status of stromal TME components affects cancer cell viability, we cultured TC2Ras PCa cells with conditioned media (CM) from various adipocyte‐like cells. Only CM from the stem/progenitor population (ASC‐GFP) was able to significantly increase TC2Ras viability by 48 h post‐exposure (Figure 1A), with 0.1%–10% CM inducing a 67%–82% viability increase versus control. Subsequently, we evaluated iAs impact on the ASC secretome effect. The ASC CM‐induced increase in TC2Ras viability was attenuated after 1 week of iAs exposure (Figure 1B). Exposure to 300 and 1000 ppb iAs restored viability toward baseline in 0.1% and 1% CM, whereas in 10% CM samples, only 1000 ppb iAs significantly reduced viability. These results suggest that the ASC secretome may enhance PCa cell viability, yet that this effect is dose‐dependently mitigated by iAs exposure. For determining the ASC proportions, 1% ASC‐GFP cells were chosen based on our prior studies (9,30) and the reported MSC frequencies in human tissue, as characterized from human prostatectomy samples (31,32), for physiological relevance.

**FIGURE 1:**
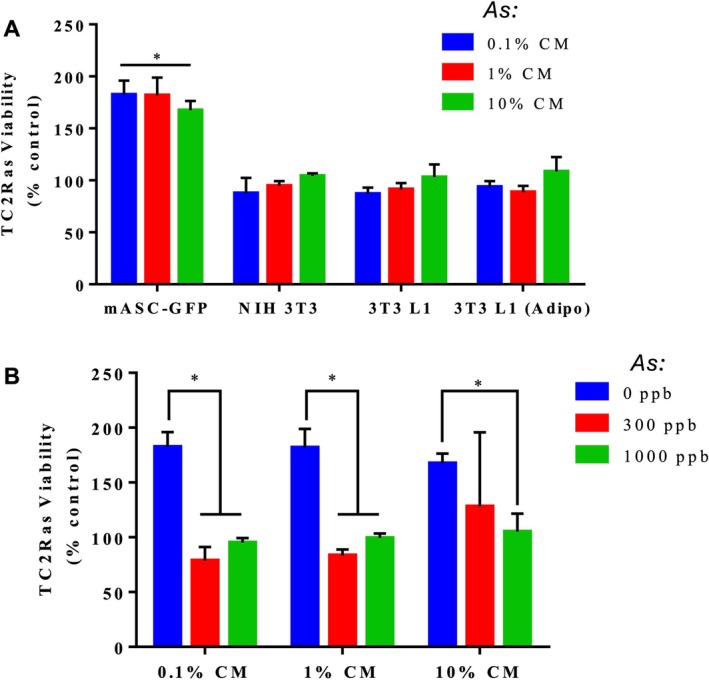
Effects of adipocyte‐like lineage CM and iAs exposure on TC2Ras cell viability. (A) TC2Ras viability after 48 h exposure to 0.1%–10% CM from ASC‐GFP (stem), NIH 3T3 (fibroblastic), 3T3 L1 (preadipocyte‐like), and differentiated 3T3 L1 (adipocyte‐like) cells. Data are shown as mean ± SD relative to 0% CM control; *p < 0.05 by one‐way ANOVA. (B) TC2Ras viability after 48 h exposure to 0.1%–10% CM from ASC‐GFP pretreated with 0, 300, or 1000 ppb iAs for 7 days. Data are shown as mean ± SD relative to 0 ppb of CM control; *p < 0.05 by one‐way ANOVA.

### 3.2 The Interaction Between iAs and ASC on Tumor Burden

To assess how iAs and ASC might interact to influence tumor growth, we implanted TC2Ras cells ± 1% ASC in mice (exposed to 0 or 300 ppb iAs, with continued exposure throughout the study). Although tumor volumes did not differ significantly across groups (Figure 2A), the 0 ppb iAs + 1% ASC group consistently showed larger tumors, particularly at the later time points (1188 and 1920 mm^3^ at Days 20 and 25 relative to 899 and 1330 mm^3^ in other groups). This pattern suggests that ASCs may promote tumor growth under baseline conditions, while iAs exposure, in contrast, dampens this effect. Tumor weights were measured at 21 and 26 days postimplantation to complement caliper‐based volume estimates (Figure 2B). At Day 21, average tumor weights were similar across TC2Ras ± 1% ASC groups with or without iAs (0.62–0.80 g), showing no significant differences, yet by Day 26, weights increased in all groups (1.05–1.78 g), with a significant difference (*p* = 0.02) observed between 0 ppb iAs + 1% ASC and 300 ppb iAs + 1% ASC. This suggests that while early growth was comparable, iAs exposure attenuates the tumor‐promoting effect of ASCs over time.

**FIGURE 2:**
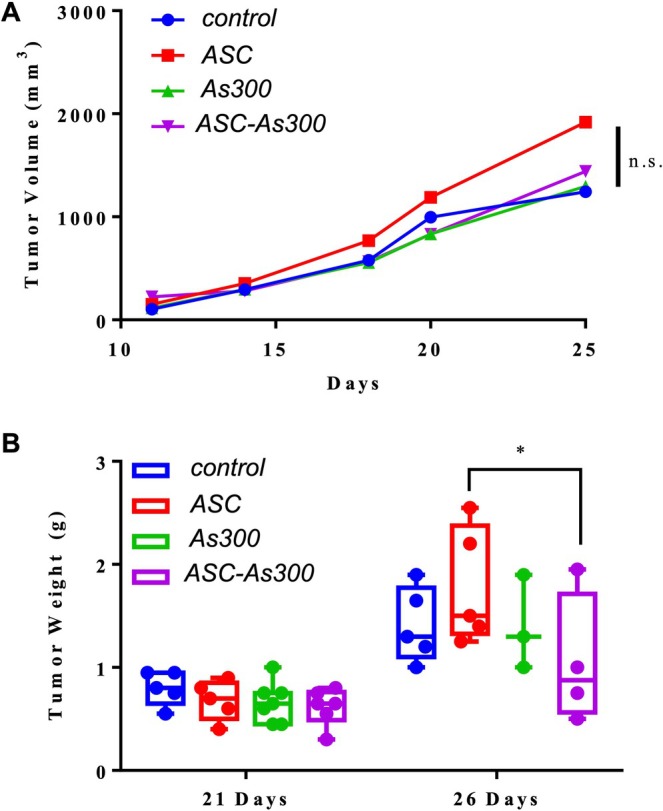
Subcutaneous prostate tumor characteristics comparing ASC commixing and arsenic exposure. (A) Data showsthe average estimated tumor size as measured by calipers over the course of the study. Error bars were ommitted for clarity and no signifcance (N.S.) was observed when comparing any of the four groups at any timepoints. (B) Box and whisker plot with individual samples shown as dots for average tumor data with the bars representing the max/min samples. Statistically significant differences (*, *p* < 0.05) as assessed by two‐way ANOVA.

### 3.3 Insights Into Immune Cell Infiltration Into Tumors via Computational Deconvolution of RNAseq Data

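RNA from 12 TC2Ras tumors collected 21 days after implantation was sequenced, with 3 tumors in each of 4 groups. Control tumors grew from 125000 TC2Ras cells alone, ASC tumors from TC2Ras cells with 1% ASC, As300 tumors from TC2Ras cells in mice given 300 ppb iAs in drinking water, and ASC_As300 tumors from the combination. The deposited table gives whole-number counts for 55401 Ensembl genes in each tumor, without normalization. The authors trimmed the reads with Cutadapt, aligned them with HISAT2 and quantified them with StringTie and Ballgown, and the paper's text does not name the step that made the counts. Low counts were more frequent at multiples of 4 than beside them, with 1137 to 1298 genes at 4 counts in a tumor against 618 to 795 at 3 and 380 to 414 at 5. How many counts stand for 1 read pair is not known, and a gene at or under 12 counts in every tumor of a group was treated as at the floor, which would be 3 read pairs at 4 counts each. This floor covers counting error only, since the reads carried no molecular identifiers. The total count per tumor had a median of 47068947 in Control (45721042 to 49479733), 44520775 in ASC (39157647 to 48240025), 49545748 in As300 (41670675 to 55168642) and 52347991 in ASC_As300 (49818100 to 52924862). Counts were normalized by edgeR's TMM method, and 1 quasi-likelihood model with a mean per group was fitted to the 20818 genes that passed edgeR's filter on low counts. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05 and its change was at least 1.5-fold, the thresholds the paper gives. TIMER2.0 was not run here. In its place, 47 gene lists for cell types, pathways and the networks of Figures 5C and 6C were tested, and the lists, the settings and their alternatives were written before the data were examined, apart from 2 alternatives (counts divided by 4, and a correction for the GC content of the genes) that were chosen after the data were seen. For each list, the mean log2 fold change of its tested genes and a score per tumor (the mean log2 CPM of these genes, with CPM the counts scaled to a common depth) were computed. For lists with genes at the floor, a floored mean is given as well, the difference between group means of log2 CPM with every count under 12 set to 12. The camera test of limma compared each list with all other genes at a preset correlation of 0.01, with adjustment over the 47 lists. It called 23 lists in ASC, 17 in As300 and 23 in ASC_As300 against Control. Of these calls, 10, 3 and 10 also held under fry, a rotation test that keeps the correlation between genes, and 7, 0 and 6 held with a correlation estimated for each list, where 10, 3 and 10 lists had an unadjusted p-value under 0.05.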

To analyze immune cell composition in the TME, TIMER2.0 was applied to bulk RNAseq data (d21) using multiple deconvolution methods (Figure 3). 

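M1 macrophages were represented by 15 tested genes. Cxcl9 and Cxcl10 are also in the chemokine list, in the list of interferon response genes and in the interferon network of Figure 5C, and Fcgr1 is in the macrophage list. The mean log2 fold change of the M1 list in ASC against Control was 0.76, with 13 of the 15 genes higher (camera adjusted p = 1.19e-09, fry adjusted p = 0.00597). How much of this rise belongs to macrophages and how much to an interferon response was not tested. The M1 score was 3.29 ± 0.22 (SD, n = 3) in ASC and 2.45 ± 0.36 (SD, n = 3) in Control. Cxcl9, Cxcl10 and Fcgr1 were called up over all genes, and 6 genes passed when adjusted over the list alone. Leaving out Control replicate 1 moved this value most, to 1.00, and over all alternatives its adjusted p lay between 3.17e-14 and 0.0563, the highest with an estimated correlation. Myeloid dendritic cell genes had a mean log2 fold change of 0.23, with 9 of 13 higher (camera adjusted p = 0.0978, fry adjusted p = 0.349). 3 of them passed when adjusted over the list alone. The direction of this list was not stable. It was negative in 10 of the 12 fits that each left out 1 tumor, all 10 of which tested 14 genes of the list. The value was -0.26 with no filter on low counts, -0.38 without ASC replicate 2 and 0.55 without Control replicate 1 (camera adjusted p = 0.00237, in a range of 0.00237 to 0.683 over all alternatives). For mast cells the mean log2 fold change was 0.42, with 10 of 12 genes higher (camera adjusted p = 0.0499, fry adjusted p = 0.298). Without ASC replicate 2 the mast cell value was 0.16 (camera adjusted p = 0.161, within a range of 0.0114 to 0.67 over all alternatives).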

ASC treatment alone significantly altered TC2Ras tumor immunity, notably reducing pro‐inflammatory M1 macrophages, myeloid dendritic cells, and activated mast cells (*p* < 0.05), indicating suppression of innate immune responses. 

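Regulatory T cell genes (12 tested, among them Foxp3, Il2ra and Ctla4) had a mean log2 fold change of 0.28 in ASC against Control, with 9 higher (camera adjusted p = 0.404, fry adjusted p = 0.472). Their score was 1.42 ± 0.11 (SD, n = 3) in ASC and 1.06 ± 0.46 (SD, n = 3) in Control, a difference within the spread of the Control tumors. The mean log2 fold change ranged from 0.16 without Control replicate 3 to 0.65 without Control replicate 1. The 10 tested genes of Tfh cells had a mean log2 fold change of 0.03, with 5 higher (camera adjusted p = 0.286, fry adjusted p = 0.472). Pdcd1 was the 1 Tfh gene called up, over all genes and also when adjusted over the list alone. The Tfh value was 0.91 without Control replicate 1 (camera adjusted p = 0.00536) and -0.22 without Control replicate 3, and its adjusted p lay between 0.00536 and 0.876 over all alternatives.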

Transcriptomic signatures inferred included significant increases in regulatory T cells (Tregs), but in contrast, T follicular helper (Tfh) cells were estimated to be reduced, suggesting a shift toward immune suppression. Conversely, CD4+ Th1 and CD8+ effector memory T cell scores were significantly increased, suggesting compensatory memory responses.

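The 10 tested Th1 genes, among them Ifng, Tbx21 and Cxcr3, had a mean log2 fold change of 0.73 in ASC against Control, with 8 higher (camera adjusted p = 0.00376, fry adjusted p = 0.116). 3 of them passed when adjusted over the list alone. This value was 1.37 without Control replicate 1 and 0.30 without Control replicate 3 (camera adjusted p = 0.143), and the adjusted p over all alternatives ran from 5.59e-07 to 0.404. All 16 tested genes of cytotoxic CD8+ T cells were higher in ASC, with a mean log2 fold change of 1.21 (camera adjusted p = 3.7e-12, fry adjusted p = 0.00515, and 0.0462 with an estimated correlation). The CD8 score was 2.51 ± 0.19 (SD, n = 3) in ASC and 1.18 ± 0.54 (SD, n = 3) in Control. Klrc1 and Cxcr6 were called up over all genes, and 10 genes of the list passed when adjusted over the list alone. Effector memory cells were not separated from other CD8+ T cells by this list. Prf1 is also in the NK cell list, and Klrd1, Klrc1 and Klrk1 belong to the Klr family that makes up most of that list. CD8+ T cells are therefore not fully separated from NK cells here or in the comparison of ASC_As300 below.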

**FIGURE 3:**
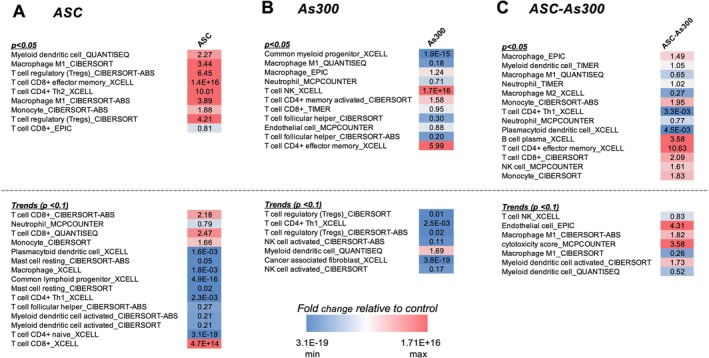
Immune cell composition in the tumor microenvironment inferred from bulk RNA‐seq data using TIMER2.0 deconvolution (Day 21). Heatmap shows the estimated fold‐change in relative abundance of innate and adaptive immune cell signatures compared to control (color bar: red = increase, blue = decrease).

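In ASC_As300 against Control, the M1 macrophage genes had a mean log2 fold change of 0.71, with 10 of 15 higher (camera adjusted p = 1.52e-09, fry adjusted p = 0.00703). The M1 genes called up were Cxcl9, Cxcl10, Irf5 and Fcgr1, and 7 passed when adjusted over the list alone. M2 macrophage genes had a mean log2 fold change of -0.28, with 5 of 14 higher (camera adjusted p = 0.901, fry adjusted p = 0.975), which was -0.51 without ASC_As300 replicate 2 and -0.11 without Control replicate 2, with Tgm2 called up. The neutrophil list gave 0.13, with 7 of 13 genes higher (camera adjusted p = 0.665, fry adjusted p = 0.634), and ran from -0.03 without Control replicate 3 to 0.53 without Control replicate 1, with Acod1 called up and 3 genes when adjusted over the list alone. Cytotoxic CD8+ T cell genes were higher in 16 of 16 cases, by 1.28 on average (camera adjusted p = 9.39e-14, fry adjusted p = 0.00402, and 0.0343 with an estimated correlation). Their score was 2.55 ± 0.20 (SD, n = 3), with Gzmb and Klrc1 called up over all genes and 11 genes when adjusted over the list alone. Th1 genes gave 0.66, with 6 of 10 higher (camera adjusted p = 0.00711, fry adjusted p = 0.147), 0.35 without Control replicate 3 and 1.30 without Control replicate 1. Of the Th1 genes, Ifng and Il12rb1 were called up, and 3 passed when adjusted over the list alone. Compared with ASC tumors directly, the ASC_As300 tumors differed by -0.05 in the M1 list and 0.06 in the CD8 list (camera adjusted p = 0.986 and 0.554).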

The analyses from combination treatment samples (ASC_As300) suggested an enhanced immunosuppression, where signatures of M1/M2 macrophages, neutrophils, CD8+ T cells, and Th1 cells were estimated as reduced. Tregs and plasma B cells scores were elevated, suggesting that the TME may be shifted toward tolerance and humoral immunity. 

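The regulatory T cell list had a mean log2 fold change of 0.35 in ASC_As300 against Control, with 8 of 12 genes higher (camera adjusted p = 0.188, fry adjusted p = 0.274). It ran from 0.15 without ASC_As300 replicate 2 to 0.72 without Control replicate 1 (camera adjusted p = 0.0241, within a range of 0.0241 to 0.645 over all alternatives). Plasma cell genes, which include Jchain, Mzb1 and immunoglobulin constant regions, had a mean log2 fold change of -1.24 and a floored mean of -0.09, with 7 of 15 higher (camera adjusted p = 0.914, fry adjusted p = 0.935). This average was set by 1 tumor, since the plasma cell score was 4.00 in Control replicate 1 against 0.80 and 0.69 in the other Control tumors, and between 1.53 and 1.96 in ASC_As300. Without Control replicate 1 the mean log2 fold change was 1.11 (camera adjusted p = 0.00083, within a range of 0.00083 to 0.966 over all alternatives).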

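NK cell genes (14 tested, mostly receptors of the Klr family) had a mean log2 fold change of 0.32 in ASC_As300 against Control, with 12 higher (camera adjusted p = 0.202, fry adjusted p = 0.262). The NK score was 0.91 ± 0.39 (SD, n = 3) against 0.62 ± 0.18 (SD, n = 3) in Control. Its value was 0.03 without ASC_As300 replicate 2, 0.47 without ASC_As300 replicate 3 (camera adjusted p = 0.0415) and 0.45 after the correction for GC content (camera adjusted p = 0.0291), with adjusted p between 0.0291 and 0.763 over all alternatives. Monocyte genes had a mean log2 fold change of -0.17, although 10 of 14 were higher (camera adjusted p = 0.805, fry adjusted p = 0.935), and it was 0.13 without Control replicate 1.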

Natural Killer (NK) cells and monocyte signatures were also reduced, suggesting broad innate immune suppression. 

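In As300 tumors without ASC, the M1 macrophage list had a mean log2 fold change of -0.26 against Control, with 6 of 15 genes higher (camera adjusted p = 0.497, fry adjusted p = 0.595). It lay between -0.43 without As300 replicate 1 and -0.01 without Control replicate 1. Neutrophil genes gave -0.21, with 5 of 13 higher (camera adjusted p = 0.934, fry adjusted p = 0.976), and the direction turned to 0.20 without Control replicate 1 and to 0.08 with no filter on low counts. NK cell genes were lower in 13 of 14 cases, with a mean log2 fold change of -0.59 (camera adjusted p = 0.0234, fry adjusted p = 0.0747). Klri2 was the 1 NK gene called down over all genes, and 1 gene passed when adjusted over the list alone. The NK value was -0.48 without Control replicate 1 (camera adjusted p = 0.0568), -0.51 without As300 replicate 1 (0.0901), -0.47 with only the 6 tumors of the compared groups (0.0556), -0.50 with counts divided by 4 (0.0718) and -0.39 after the GC correction (0.0925), and its adjusted p spanned 0.00415 to 0.768 over all alternatives.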

As300 alone was associated with reduced innate immunity scores inferred, with lower M1 macrophage and neutrophil signatures and a trend toward fewer activated NKs (Figure 3). Adaptive immunity estimates indicated decreased Tfh and CD8^+^ T cell signatures and a pattern of increased Tregs, NKT cells, and CD4^+^ memory T cells. These results would be consistent with a more tolerogenic and chronically activated immune state. Additionally, inferred increases in common myeloid progenitors and cancer‐associated fibroblasts suggested remodeling toward a more immune‐suppressive TME.

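For Tfh cells the mean log2 fold change in As300 against Control was -1.08, with 2 of 10 genes higher (camera adjusted p = 0.0887, fry adjusted p = 0.383), and 3 genes passed when adjusted over the list alone. Without Control replicate 1 it was -0.18, without Control replicate 3 it was -1.31 (camera adjusted p = 0.00632) and after the GC correction it was -1.02 (camera adjusted p = 0.0476), in a range of 0.00632 to 0.842 over all alternatives. Cytotoxic CD8+ T cell genes gave -0.51, with 3 of 16 higher (camera adjusted p = 0.164, fry adjusted p = 0.486). That value was -0.07 without Control replicate 1, -0.68 without Control replicate 3 (camera adjusted p = 0.00489) and -0.69 without As300 replicate 3 (camera adjusted p = 0.0322), in a range of 0.00489 to 0.893. Regulatory T cell genes averaged -0.28, with 3 of 12 higher (camera adjusted p = 0.548, fry adjusted p = 0.595), and 0.10 without Control replicate 1. NKT cells and CD4+ memory T cells were not analysed here.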

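Of the myeloid progenitor genes, 9 were tested, with a mean log2 fold change of 0.05 in As300 against Control and 5 higher (camera adjusted p = 0.517, fry adjusted p = 0.391). The value was -0.06 without Control replicate 2, 0.28 without Control replicate 1, -0.59 with no filter on low counts and -0.02 after the GC correction. Cancer-associated fibroblast genes, such as Col1a1, Pdgfra and Fap, had a mean log2 fold change of -0.14, with 3 of 15 higher (camera adjusted p = 0.497, fry adjusted p = 0.723). This list gave -0.24 without As300 replicate 1 and -0.03 without As300 replicate 3. The fibroblast score was 7.10 ± 0.17 (SD, n = 3) in As300 and 7.24 ± 0.13 (SD, n = 3) in Control. From its deconvolution estimates in the As300 group, the paper proposes a tolerogenic, chronically activated immune state and a remodeling toward a more immune-suppressive TME.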

### 3.4 Flow Cytometry Analysis of the TME Cellular Composition

To assess iAs exposure and ASC co‐implantation effects on immune cell recruitment in the TME, flow cytometry was performed on excised tumors at Days 21 and 26, focusing on MDSCs, macrophages, and T lymphocytes (including γδT cells) (Figure 4). MDSCs (CD11b + Gr‐1+) levels were modestly raised in the ASC group at Day 21 (1.18‐fold vs. control) and significantly increased in As300 at Day 26 (1.7‐fold), while ASC_As300 showed reduced recruitment (0.80‐fold), suggesting that ASC co‐treatment attenuates iAs‐induced MDSC expansion. Ly6C was used to characterize M‐MDSCs, which were most enriched in ASC at both timepoints (1.42‐ and 1.36‐fold), consistent with ASC‐mediated monocytic infiltration. As300 had lower Ly6C + MDSCs, with ASC_As300 partially restoring this population, showing a complex interaction of iAs and ASC effects.

**FIGURE 4:**
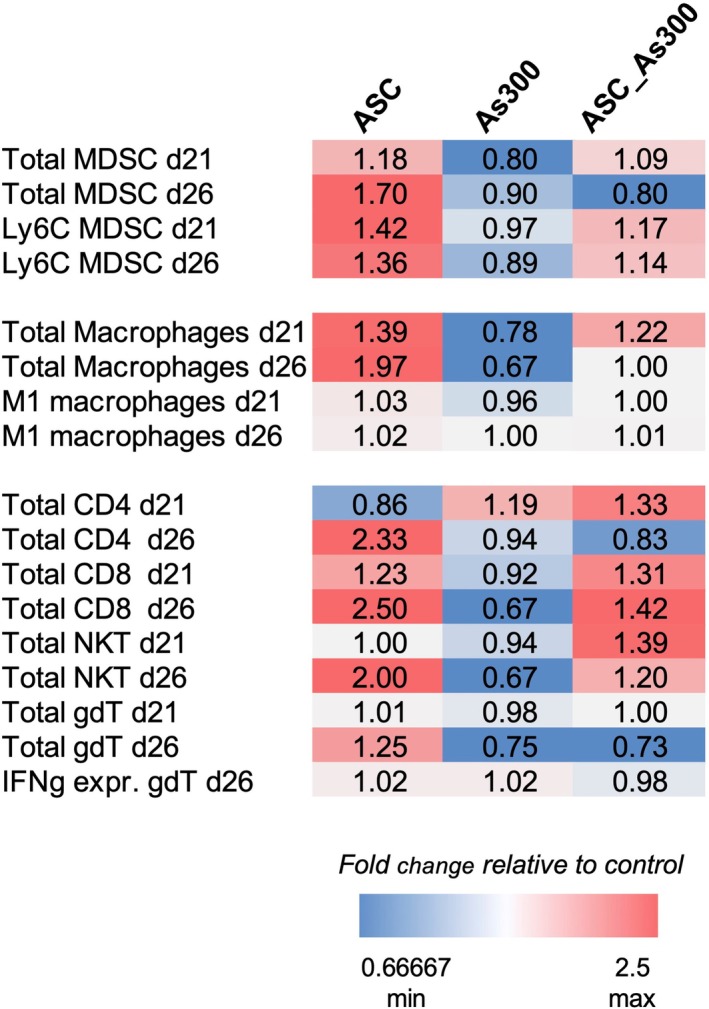
Heatmap Summary of Flow Cytometry Data for Myeloid and T Cell Infiltration in Tumors. (A) *Myeloid‐Derived Suppressor Cells (MDSCs).* Total MDSCs (CD11b^+^Gr‐1^+^) and monocytic MDSCs (Ly6C^+^ subset) were quantified at days 21 and 26 posttumor implantation. (B*) Macrophages*. Total macrophages (CD11b^+^F4/80^+^) and M1 phenotype (CD38^+^ subset) were assessed at days 21 and 26. (C) *Tumor‐Infiltrating Lymphocytes*. CD4^+^ T helper cells, CD8^+^ cytotoxic T cells, and NKT cells (TCR Vβ7^+^) were quantified at days 21 and 26. (D) *γδ T Cells and IFN*γ *Expression*. γδT cells (TCR γ/δ^+^) were measured at Days 21 and 26; intracellular IFNγ expression was assessed at Day 26. Data are normalized to control (value = 1), shown as mean ± SD Statistical significance (*p < 0.05) was determined by two‐way ANOVA.

Macrophages (CD11b+F4/80+) were elevated in ASC at Day 21 (1.4‐fold), reduced in As300 (0.8‐fold) and partly restored in ASC_As300 (1.2‐fold). At Day 26, ASC had the highest (twofold) and As300 the lowest (0.7‐fold) levels, indicating iAs suppresses macrophage infiltration, countered by ASCs. CD38+ (M1‐like) macrophage proportions remained high and unchanged across groups and time, signifying stable polarization (Figure 4). Tumor‐infiltrating lymphocytes were analyzed: CD4+ T cells were slightly reduced in ASC at Day 21 (0.9‐fold), increased in ASC_As300 (1.3‐fold), and most abundant in ASC at Day 26 (2.3‐fold), showing robust delayed recruitment. CD8+ T cells increased in ASC_As300 at Day 21 (1.3‐fold) and in As300 at Day 26 (2.5‐fold), suggesting that iAs boosts late cytotoxic T‐cell recruitment. NKT (TCR Vβ7+) cells rose in ASC_As300 at Day 21 (1.4‐fold) and ASC at Day 26 (2‐fold), so ASC supports innate‐like lymphocyte infiltration, modulated by iAs. γδT cell (TCR γ/δ+) levels stayed steady across groups, and intracellular IFNγ remained high in γδT cells at Day 26 in all, suggesting functional activation without treatment effect.

### 3.5 Global Transcriptomic Analysis and Pathway Analysis of the TME

Pathway enrichment analysis from the RNAseq data was conducted to characterize the biological and immune signaling pathways altered by treatment. 

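By edgeR's quasi-likelihood test, 147 genes were called up and 3 down in ASC against Control, 146 up and 74 down in As300, and 168 in ASC_As300, of which 5 were down. At an unadjusted p-value under 0.05 the counts were 702 and 317, 750 and 764, and 545 and 476. In each called gene the tumors of the compared groups did not overlap, which held for 18.95%, 29.87% and 25.64% of all tested genes against the 10% that chance gives. Gbp2, an interferon-induced GTPase (ENSMUSG00000028270), reached 287 ± 61.4 CPM (SD, n = 3) in ASC and 354 ± 43.7 (SD, n = 3) in ASC_As300, against 26.9 ± 7.04 (SD, n = 3) in Control. Its log2 fold changes were 3.41 (standard error 0.23, edgeR adjusted p = 4.22e-05) and 3.72 (standard error 0.23, edgeR adjusted p = 2.7e-05). Igtp rose by 3.06 and 3.14 on the same scale (edgeR adjusted p = 4.22e-05 and 3.26e-05). The up calls of ASC and ASC_As300 shared 125 genes, 85.03% of the smaller set (Fisher's exact test, p = 6.84e-268). Because both comparisons use the same Control tumors, they were also simulated 20 times with no true change: no up call was shared, and 86 genes (at most 98) were shared at an unadjusted p-value under 0.05, against 405 in the tumors. The simulated genes varied independently, which leaves out the correlation between genes. As300 shared 6 up calls with ASC_As300 and 2 with ASC. Directly between ASC_As300 and ASC tumors, 0 genes were called up and 0 down (127 and 301 at an unadjusted p-value under 0.05). Among the alternatives with adjusted p-values, the DESeq2 Wald test moved the up calls most, to 373 in ASC and 317 in ASC_As300. Leaving out 1 tumor gave 298 up calls in ASC without ASC replicate 1, and in ASC_As300 102 without Control replicate 2, 103 without ASC_As300 replicate 2 and 88 without ASC_As300 replicate 3, the fit in which 81 up calls were shared. The As300 calls fell to 0 up and 0 down without any 1 of the 3 Control tumors (959 and 541 at an unadjusted p-value under 0.05 without Control replicate 1) and after the GC correction (637 and 476). They rose to 279 up without ASC replicate 1 and to 165 down without ASC replicate 3.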

Metascape analysis showed substantial gene overlap between the *upregulated* DEGs of ASC and ASC_As300 groups (Figure 5A, left panel), as well as shared biological processes (Figure 5B, right panel). Pathways with a network size ≥ 3 genes and *p* < 0.05 included synapse organization and cell–cell junction/transmission in the As300 group (Figure 5C) and several immune‐related pathways common to both ASC and ASC_As300 groups. 

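The synaptic genes shown for As300 in Figure 5C were chosen by the study on these same tumors, so that their test is not independent evidence. All 64 tested genes were higher in As300 than in Control, with a mean log2 fold change of 2.17 and a floored mean of 1.64 (camera adjusted p = 3.1e-36, fry adjusted p = 0.0235, and 0.38 with an estimated correlation). Mt3, Shank1, Syn2, Kcnip3 and Nefh were called up over all genes, and 46 genes passed when adjusted over the list alone. The synaptic score was 0.39 ± 0.25 (SD, n = 3) in As300, -1.91 ± 1.19 (SD, n = 3) in Control, -0.64 ± 0.21 (SD, n = 3) in ASC and -0.96 ± 0.09 (SD, n = 3) in ASC_As300. Control replicate 1 had the lowest score, -3.27, and the mean log2 fold change was 1.83 without it and 2.92 without Control replicate 2. A list of neuronal genes outside Figure 5C, measured in the same tumors and so not independent either, rose by 0.98 on average. It did so in 27 of 28 genes (camera adjusted p = 5.11e-13, fry adjusted p = 0.0236), and 20 genes passed when adjusted over the list alone. Genes of brain glia rose by 1.13, in 16 of 17 genes (camera adjusted p = 1.24e-08, fry adjusted p = 0.0462), with Mbp and Aldoc called up and 5 when adjusted over the list alone. Shank1 had a log2 fold change of 2.30 (edgeR adjusted p = 0.037) and Mbp, a myelin gene, of 1.22 (edgeR adjusted p = 0.037), and neither was called without Control replicate 1 (2.29 and 1.07, both with an adjusted p of 0.066, the highest over all alternatives being 0.156 and 0.154). Gfap, an astrocyte gene, had a log2 fold change of 2.82 (edgeR adjusted p = 0.0785) and was called by DESeq2 and with counts divided by 4. In ASC the synaptic list had a mean log2 fold change of 1.14, with 63 of 64 genes higher (fry adjusted p = 0.0985), and in ASC_As300 of 0.72, with 59 higher (fry adjusted p = 0.211). Both values rested partly on Control replicate 1, since Control replicates 2 and 3 scored -1.13 and -1.32, closer to the ASC and ASC_As300 means.

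**Figure D1:**
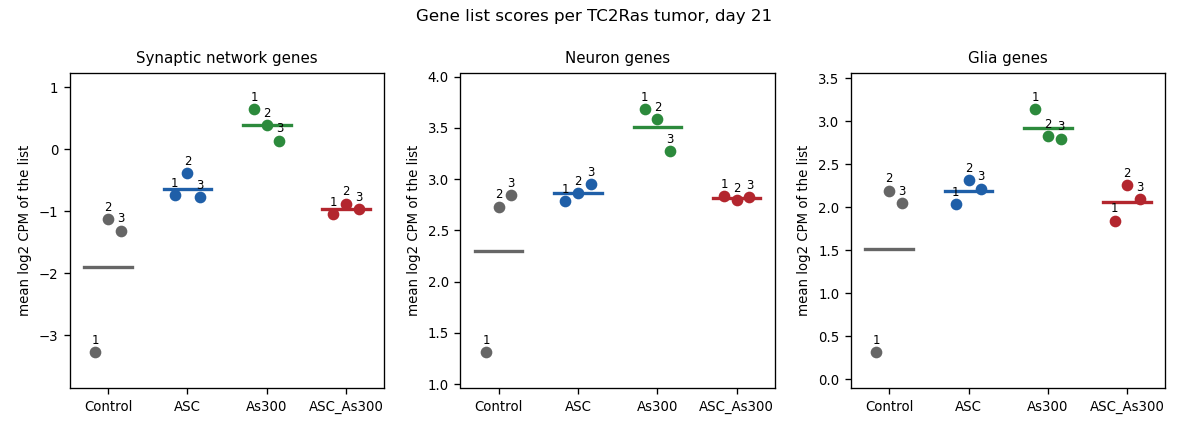
Score (mean log2 CPM of the tested genes, y axis) of the Figure 5C synaptic genes, of neuronal genes and of glial genes in the 4 groups of tumors (x axis). Points are single tumors with their replicate number and horizontal lines are group means; the synaptic score lies between 0.14 and 0.64 in the As300 tumors and at -3.27 in Control replicate 1.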

The ASC_As300 group, which had smaller tumors, showed stronger enrichment (higher –log10(p) values) for pathways including CD8+ T cell differentiation, reduction of immune effector processes, Type II IFN signaling (IFNγ), and antigen processing/presentation. In contrast, the ASC group showed a more significant enrichment for cytokine‐mediated signaling.

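A list of 40 interferon response genes had a mean log2 fold change of 1.61 in ASC against Control, with 39 higher and 30 called up, and of 1.58 in ASC_As300, with 40 higher and 25 called up (camera adjusted p = 6.7e-128 and 2.08e-116, fry adjusted p = 0.000337 and 0.000418). When adjusted over the list alone, 37 genes passed in each group. Genes of MHC class I antigen processing and presentation rose by 1.36 in ASC and 1.33 in ASC_As300, in 17 of 17 genes each (fry adjusted p = 0.000337 and 0.000396), with 14 called up in each and 17 and 16 when adjusted over the list alone. Tapbp, which loads peptide on MHC class I, had a log2 fold change of 1.23 (standard error 0.12, edgeR adjusted p = 0.000335) in ASC and 1.26 (standard error 0.12, edgeR adjusted p = 0.000292) in ASC_As300. MHC class II genes gave 0.46 and 0.48, with 7 and 8 of 11 higher (fry adjusted p = 0.0468 and 0.0349). In both groups H2-Ab1, H2-Eb1, H2-DMa, H2-DMb1 and Ctss were called up, and 7 and 8 genes passed when adjusted over the list alone. The class II value in ASC_As300 was 1.78 without Control replicate 1, whose class II score was 6.15 against 3.80 in Control replicate 2, and 0.16 without Control replicate 3. Between ASC_As300 and ASC the mean log2 fold change was -0.03 for the interferon response list (camera adjusted p = 0.234, fry adjusted p = 0.971) and -0.03 for MHC class I (camera adjusted p = 0.851, fry adjusted p = 0.971). From the enrichment p-values, the paper states a stronger enrichment of these pathways in ASC_As300, the group with smaller tumors.

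**Figure D2:**
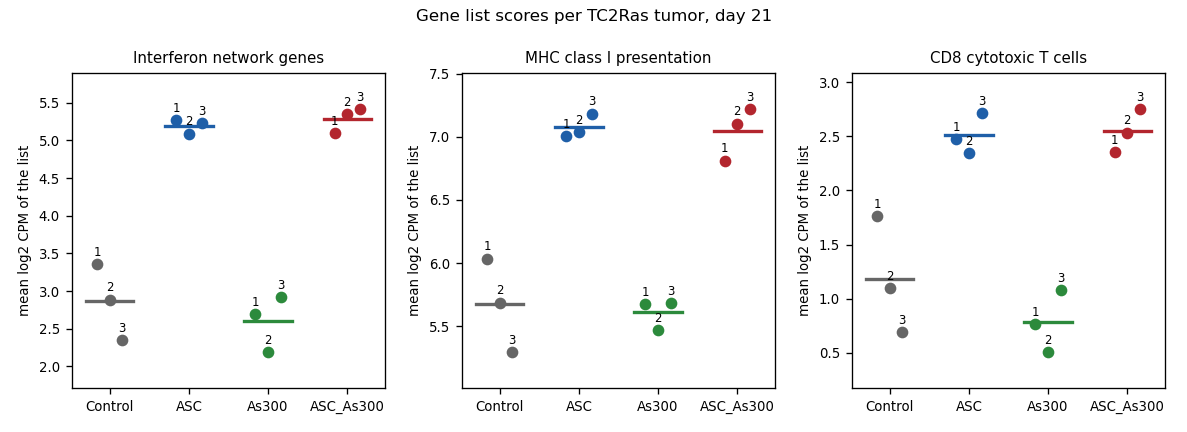
Score (mean log2 CPM of the tested genes, y axis) of the Figure 5C interferon network, of MHC class I genes and of cytotoxic CD8+ T cell genes in the 4 groups of tumors (x axis). Points are single tumors with their replicate number and horizontal lines are group means; the MHC class I score is 7.07 in ASC and 7.04 in ASC_As300 on average, and 5.67 in Control.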

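Chemokines and their receptors had a mean log2 fold change of 0.78 in ASC against Control, with 19 of 23 genes higher (camera adjusted p = 1.72e-11, fry adjusted p = 0.00511). In ASC_As300 it was 0.70, with 18 higher (camera adjusted p = 3.36e-09, fry adjusted p = 0.00919), and the difference between the ASC_As300 and ASC groups was -0.08 (camera adjusted p = 0.355, fry adjusted p = 0.971). With an estimated correlation the adjusted p was 0.0309 in ASC and 0.0556 in ASC_As300. 6 of these genes were called up in ASC and 5 in ASC_As300, among them Cxcl9 and Cxcl10, and 11 in each group when adjusted over the list alone. Cxcl9 had a log2 fold change of 3.14 (standard error 0.43, edgeR adjusted p = 0.00305) in ASC and 3.36 in ASC_As300, and Cxcl10 of 2.04 (standard error 0.22, edgeR adjusted p = 0.000628) and 1.97.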

**FIGURE 5:**
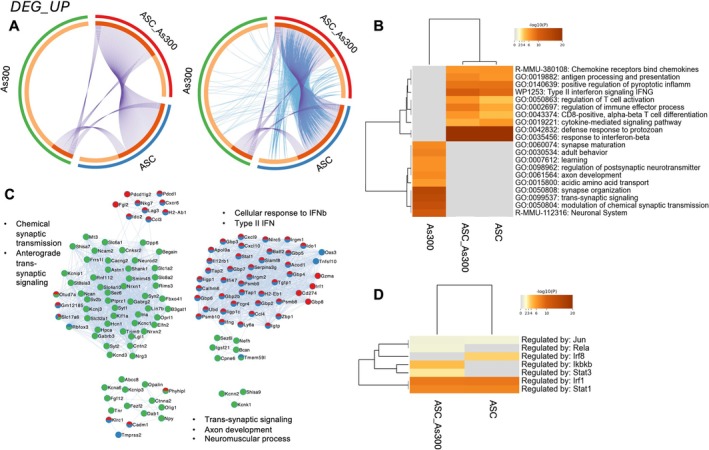
RNA‐seq analysis of differentially expressed genes upregulated (DEG_UP) in TC2Ras tumors at Day 21. (A) Metascape shows ASC groups share the most upregulated genes (left) and enriched biological processes (right). (B) Heatmap of significantly enriched pathways (*p* < 0.05); color intensity reflects –log10 (*p*‐value). (C) Cytoscape network of top MCODE‐identified pathways; node colors: As300 (green), ASC (blue), ASC_As300 (red). (D) TTRUST transcription factor enrichment via Metascape; significant factors were enriched only in ASC and ASC_As300. Color intensity reflects –log_10_ (*p*‐value).

Genes involved in these pathways, visualized in the *Cytoscape* network (Figure 5C), included those clustering as anterograde/transsynaptic signaling, with some also linked to PCa. The As300 group had distinct gene clusters compared to ASC groups, which included more immune checkpoint‐related genes (Pdcd1, Cxcr6, Ccl3, and Lag3). 

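Pdcd1, which encodes PD-1, was measured at 7.83 ± 1.94 CPM (SD, n = 3) in ASC, 6.96 ± 1.82 (SD, n = 3) in ASC_As300, 1.01 ± 0.66 (SD, n = 3) in As300 and 1.07 ± 0.48 (SD, n = 3) in Control. Its log2 fold change was 2.88 in ASC (edgeR adjusted p = 0.0153) and 2.71 in ASC_As300 (edgeR adjusted p = 0.0218), and without Control replicate 3 neither was called (adjusted p of 0.0903 and 0.106, the highest over all alternatives). Lag3 rose by 1.87 in ASC (edgeR adjusted p = 0.0379) and 1.99 in ASC_As300 (edgeR adjusted p = 0.0249), from 2.04 ± 0.74 CPM (SD, n = 3) in Control, and without Control replicate 3 neither was called (1.70 and 1.82, adjusted p of 0.158 and 0.114, the highest over all alternatives). Cxcr6 was called up in ASC, with a log2 fold change of 2.21 (edgeR adjusted p = 0.0388), and not in ASC_As300, with 1.93 (edgeR adjusted p = 0.0614). Ccl3 was likewise called in ASC (2.07, edgeR adjusted p = 0.0495) and not in ASC_As300 (1.84, edgeR adjusted p = 0.0692). Without ASC replicate 3 the ASC calls of Cxcr6 (2.09, adjusted p of 0.121) and Ccl3 (1.99, adjusted p of 0.137) were lost, in ranges up to 0.146 and 0.165 over all alternatives. In ASC_As300, Cxcr6 was called without ASC_As300 replicate 2 (2.23, adjusted p of 0.0448, in a range of 0.000257 to 0.25) and Ccl3 without As300 replicate 1 (1.84, adjusted p of 0.0324, in a range of 0.000354 to 0.3). In As300 the log2 fold changes were -0.08 for Pdcd1, 0.29 for Lag3, -0.31 for Cxcr6 and -0.15 for Ccl3 (edgeR adjusted p between 0.7 and 0.948), and Pdcd1 was 0.35 without Control replicate 1, Lag3 -0.29 without As300 replicate 3 and Ccl3 0.14 without As300 replicate 2. The checkpoint cluster of Figure 5C, which the study chose on these tumors, had 7 of 9 genes called up in ASC and 5 in ASC_As300, and 9 in each group when adjusted over the list alone, which is not independent evidence.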

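The interferon network of Figure 5C, again chosen by the study on these tumors, had a mean log2 fold change of 2.28 in ASC and 2.38 in ASC_As300 against Control, with 43 of 43 genes higher in both (fry adjusted p = 0.000337 and 0.000356). 36 and 40 of these genes were called up, and 43 in each group when adjusted over the list alone, which is not independent evidence. In As300 the same genes gave -0.27, with 13 of 43 higher (camera adjusted p = 0.0215, fry adjusted p = 0.595), and 0.03 without Control replicate 1. Cd274, the gene of PD-L1, was measured at 29.8 ± 2.50 CPM (SD, n = 3) in ASC, 34.4 ± 1.15 (SD, n = 3) in ASC_As300, 8.33 ± 2.26 (SD, n = 3) in As300 and 11.7 ± 2.89 (SD, n = 3) in Control. The log2 fold change of Cd274 was 1.35 in ASC (standard error 0.21, edgeR adjusted p = 0.00708), 1.55 in ASC_As300 (standard error 0.21, edgeR adjusted p = 0.00264) and -0.49 in As300 (edgeR adjusted p = 0.166).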

The second network included response to IFNβ and Type II IFN, also showing some group‐specific gene sets, with ASC groups including CD274 (PD‐L1). The third network has annotations mostly as synaptic signaling/neuromuscular processes and included genes such as Tmprss2 (ASC), Klrc (both ASC groups), and Fgf12 (As300), some of which are also relevant to PCa. 

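Tmprss2 had at most 11 counts in any tumor, at or under the floor in all 12, and was not tested. Klrc1 rose from 1.08 ± 0.20 CPM (SD, n = 3) in Control to 3.97 ± 0.68 (SD, n = 3) in ASC and 5.61 ± 1.1 (SD, n = 3) in ASC_As300. Its log2 fold change was 1.88 in ASC (edgeR adjusted p = 0.0405) and 2.38 in ASC_As300 (edgeR adjusted p = 0.00862). Without Control replicate 2 neither was called (1.74 and 2.24, with an adjusted p of 0.154 and 0.0529, the highest over all alternatives). Fgf12 had 45 to 85 counts in the As300 tumors and 0 to 30 in the Control tumors, a log2 fold change of 1.85 (standard error 0.84, edgeR adjusted p = 0.199). Leaving out Control replicate 1, which had 0 counts, gave 1.28 for Fgf12.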

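TRRUST scores the known target genes of a transcription factor, and the values here are those of the factors' own transcripts. Against Control, the log2 fold change in ASC_As300 was 0.17 for Stat3 (standard error 0.07, edgeR adjusted p = 0.286), -0.11 for Ikbkb (standard error 0.09, edgeR adjusted p = 0.6) and 0.24 for Rela (standard error 0.09, edgeR adjusted p = 0.248). Stat3 was measured at 160.5 ± 8.39 CPM (SD, n = 3) in ASC_As300 and 142.8 ± 7.01 (SD, n = 3) in Control. Irf8 had a log2 fold change of 0.58 in ASC (standard error 0.22, edgeR adjusted p = 0.246) and 0.74 in ASC_As300 (standard error 0.23, edgeR adjusted p = 0.165). Without Control replicate 1, Irf8 was called up in ASC (0.97, adjusted p of 0.0141, in a range of 0.0141 to 0.538 over all alternatives). Over both iAs levels together, tumors with ASC had a log2 fold change of Irf8 of 0.69 (edgeR adjusted p = 0.0477).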

Interestingly, TTRUST transcription factor enrichment (Figure 5D) indicated a significant enrichment of Stat3, Ikbkb, and Rela in genes found to be differentially upregulated in ASC_As300, while Irf8 was uniquely enriched in the ASC group. 

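The most significant up calls in As300 were Tpgs1, Tgfb1, Ier3, Cebpb and Higd1a, with log2 fold changes of 1.00, 0.63, 0.67, 1.09 and 0.67 (edgeR adjusted p between 0.0356 and 0.037). The smallest adjusted p of the comparison was 0.0356, so that every As300 call lay close to the threshold of 0.05. Tpgs1 was measured at 23.4 ± 2.34 CPM (SD, n = 3) in As300 and 11.7 ± 0.10 (SD, n = 3) in Control, and it was not called without Control replicate 2 (1.03, adjusted p of 0.104, in a range of 1.08e-11 to 0.114 over all alternatives) or after the GC correction (0.55, adjusted p of 0.101). Cebpb was not called in the same fits (1.06 and 0.59, with an adjusted p of 0.104 and 0.136, in a range of 1.19e-08 to 0.136). The median GC content was 56.6% for the transcripts of the genes called up and 41.3% for those called down, against 49.1% for all genes tested.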

The As300 group did not yield any significant transcription factor enrichments.

Pathway enrichment analysis of *downregulated DEGs* revealed the biological processes suppressed by treatment across ASC, ASC_As300, and As300 groups (Figure 6A). Metascape analysis indicated a substantial overlap in downregulated genes between ASC_As300 and As300 groups, with As300 showing the strongest enrichment for immune‐related processes (Figure 6B). Specifically, pathways with network size ≥ 3 genes and *p* < 0.05 included lymphocyte activation, leukocyte activation, adaptive immune response, hematopoietic cell lineage, and regulation of immune effector processes, all markedly reduced in As300 tumors. In contrast, ASC_As300 downregulated pathways were primarily metabolic and signaling‐related, including adipogenesis, carbohydrate metabolism, lipid metabolic process and lipolysis, cytokine‐cytokine receptor interaction, and cellular response to hormone stimulus. 

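Of the 74 genes called down in As300 and the 5 called down in ASC_As300, 1 was shared, Ints2 (Fisher's exact test, p = 0.0176). Its log2 fold change was -0.61 in ASC_As300 (standard error 0.10, edgeR adjusted p = 0.013). At an unadjusted p-value under 0.05, 139 of 764 and 476 down genes were shared, 29.2% of the smaller set, against a median of 15.52% and at most 18.8% in the 20 simulations with common Control tumors and no true change. The simulated genes varied independently of each other, and the lengths of the simulated lists were not matched to these. An overlap beyond the common Control tumors is therefore not shown by this excess. The correlation between the log2 fold changes of both comparisons was 0.4776, against a median of 0.499 in these simulations. ASC and ASC_As300 shared 0 down calls (91 at an unadjusted p-value under 0.05). The number shared between As300 and ASC_As300 was 0 without any 1 of the Control tumors, 4 without ASC replicate 2 and 27 with the DESeq2 Wald test. The down calls in As300 with the smallest p-values were Mbnl1, Ankhd1, Mtf2, Gm9118 and Sp3, with log2 fold changes of -0.61, -0.83, -1.25, -0.62 and -0.67 (edgeR adjusted p = 0.0401 each). Mbnl1 was measured at 173.8 ± 16.2 CPM (SD, n = 3) in As300 and 265.3 ± 8.07 (SD, n = 3) in Control, and without Control replicate 2 it was not called (-0.60, adjusted p of 0.104, in a range of 3.77e-06 to 0.186 over all alternatives). The other down calls in ASC_As300 were Gm16325, Krt8, Ovgp1 and Gpr183, and none of the 5 was kept without ASC_As300 replicate 1 or without ASC_As300 replicate 3. Gm16325 was listed at 0 counts in all 3 ASC_As300 tumors and at 13 to 20 in the Control tumors. Krt8 had a log2 fold change of -2.51 (edgeR adjusted p = 0.0309), from 16302 counts in Control replicate 1 and at least 3238 in the other Control tumors to at most 1671 in ASC_As300, and it was -1.41 without Control replicate 1.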

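The lymphocyte genes of Figure 6C were chosen by the study on these tumors, and all 34 tested genes were lower in As300 than in Control, with a mean log2 fold change of -2.98 and a floored mean of -1.65 (camera adjusted p = 6.85e-09, fry adjusted p = 0.383). When adjusted over the list alone 26 genes passed, which is not independent evidence. The lymphocyte score was 3.51 in Control replicate 1, -0.11 and -0.17 in the other Control tumors, and between -0.89 and -0.61 in As300. Without Control replicate 1 the mean log2 fold change was -0.57, with 9 of 34 genes higher. B cell genes had a mean log2 fold change of -3.47 and a floored mean of -1.72 in As300, with 0 of 19 higher (camera adjusted p = 9.14e-05, fry adjusted p = 0.464), which was -0.28 without Control replicate 1. No B cell gene was called over all genes, and 16 passed when adjusted over the list alone. T cell genes gave -1.19, with 1 of 20 higher (camera adjusted p = 0.00153, fry adjusted p = 0.486), and 0.01 without Control replicate 1. Ms4a1, which encodes the B cell antigen CD20, was measured at 27.96 CPM in Control replicate 1, 0.44 and 0.89 in the other Control tumors and at most 0.14 in As300. From the enrichment of lymphocyte, leukocyte and adaptive immune terms, the paper states that these processes were reduced in As300 tumors.

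**Figure D3:**
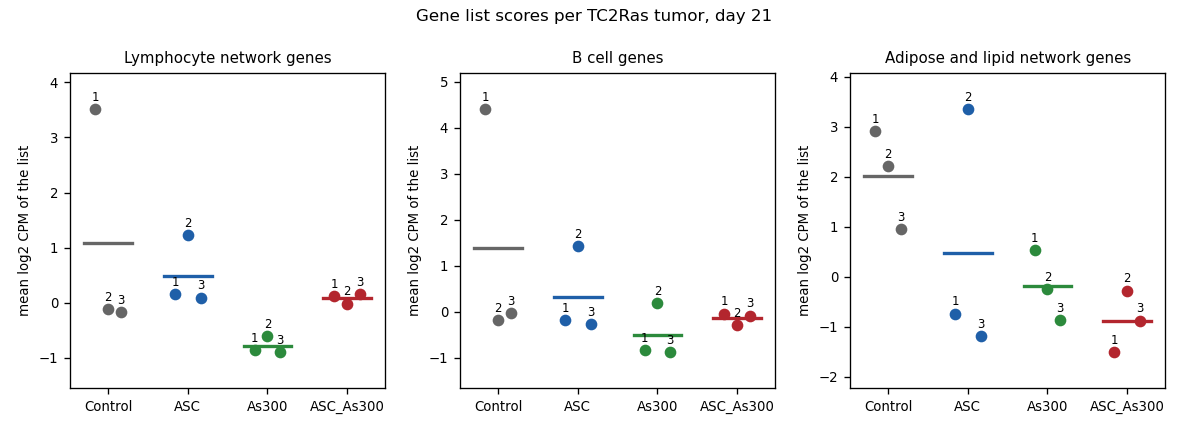
Score (mean log2 CPM of the tested genes, y axis) of the Figure 6C lymphocyte genes, of B cell genes and of the Figure 6C adipose and lipid genes in the 4 groups of tumors (x axis). Points are single tumors with their replicate number and horizontal lines are group means; Control replicate 1 is at 3.51 in the lymphocyte panel and 4.40 in the B cell panel, and ASC replicate 2 is at 3.35 in the adipose panel.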

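The adipose and lipid genes of Figure 6C, also chosen on these tumors, were lower in ASC_As300 than in Control in 41 of 41 cases, with a mean log2 fold change of -3.17 and a floored mean of -2.50 (camera adjusted p = 2.69e-19, fry adjusted p = 0.14). None was called over all genes, and none passed when adjusted over the list alone. Their score was -0.89 ± 0.61 (SD, n = 3) in ASC_As300, 2.02 ± 1.00 (SD, n = 3) in Control, -0.19 ± 0.70 (SD, n = 3) in As300 and 0.47 ± 2.50 (SD, n = 3) in ASC, where replicate 2 was at 3.35 and the others at -0.74 and -1.19. In As300 the list had a mean log2 fold change of -2.46 (camera adjusted p = 1.24e-08, fry adjusted p = 0.383). An adipocyte list gave -2.51 in ASC_As300, with 0 of 20 genes higher (camera adjusted p = 1.76e-10, fry adjusted p = 0.2), and a lipid synthesis list gave -0.51, with 3 of 18 higher (camera adjusted p = 0.0949, fry adjusted p = 0.25). The lipid synthesis list passed the camera threshold without Control replicate 3 (-0.61, adjusted p of 0.0179), without ASC replicate 2 (-0.51, adjusted p of 0.00864), with only the 6 tumors of the compared groups (-0.51, adjusted p of 0.02) and after the GC correction (-0.55, adjusted p of 0.0191), in a range of 0.00864 to 0.433 over all alternatives. Adipoq had a log2 fold change of -3.02 (standard error 1.31, edgeR adjusted p = 0.305) and Plin1 of -3.28 (standard error 1.30, edgeR adjusted p = 0.263).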

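In ASC against Control, the 3 genes called down were Eml5, Atp6v0d2 and Clu. Eml5 had a log2 fold change of -0.77 (standard error 0.15, edgeR adjusted p = 0.0299), Atp6v0d2 of -1.5 (standard error 0.29, edgeR adjusted p = 0.0299) and Clu of -1.40 (standard error 0.27, edgeR adjusted p = 0.0333). Clu was measured at 47.3 ± 8.50 CPM (SD, n = 3) in ASC and 124.8 ± 50.6 (SD, n = 3) in Control. The number of down calls was 57 without ASC replicate 1, 11 without ASC replicate 2 and 1 without ASC replicate 3. None of Eml5, Atp6v0d2 and Clu was among the 6 down calls without Control replicate 1 or the 1 without ASC replicate 3, and 1 of them was kept without Control replicate 3, without ASC replicate 2 and without any 1 of the ASC_As300 tumors. Antimicrobial protein genes had a mean log2 fold change of 0.04, with 7 of 13 higher (camera adjusted p = 0.988, fry adjusted p = 0.913), and were negative in 11 of the 12 fits that each left out 1 tumor, from -1.11 without ASC replicate 2 to 0.53 without Control replicate 1. With no filter on low counts this list gave -0.67, and with at least 10 counts in every tumor -0.09. The adipose and lipid genes of Figure 6C gave -0.32 in this comparison, with 17 of 41 higher (fry adjusted p = 0.528).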

The ASC group exhibited fewer unique downregulated processes, with the most significant being killing of cells of another organism, while sharing some immune‐related suppression with the other groups but lacking the metabolic components.

**FIGURE 6:**
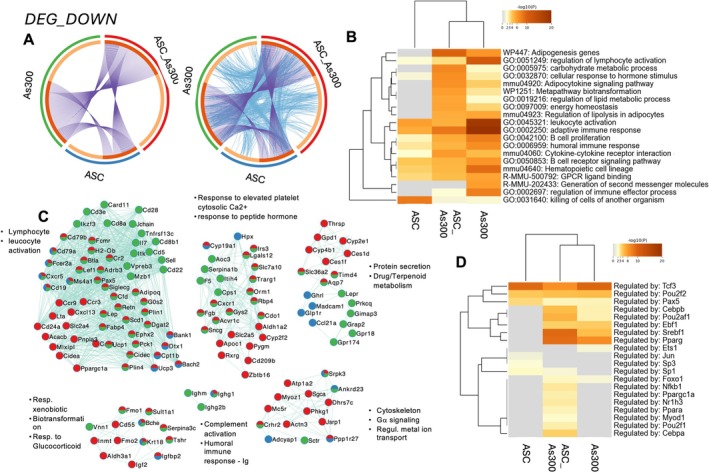
RNA‐seq analysis of downregulated DEGs in TC2Ras tumors at Day 21. (A) Metascape shows ASC groups share the most downregulated genes (left) and enriched biological processes (right). (B) Heatmap of significantly enriched pathways (*p* < 0.05) across tumor groups; color intensity reflects –log10 (*p*‐value). (C) Cytoscape network of top MCODE‐identified pathways; node colors: As300 (green), ASC (blue), ASC_As300 (red). (D) TTRUST transcription factor enrichment via Metascape. Color intensity reflects –log_10_ (*p*‐value).

Cytoscape network visualization (Figure 6C) highlighted key clusters of downregulated genes. The largest network corresponded to lymphocyte/leukocyte activation, followed by response to elevated platelet cytosolic Ca^2+^/response to peptide hormone, and a third cluster involving protein secretion/drug/terpenoid metabolism. Additional networks included cytoskeleton organization, Gα signaling, regulation of metal ion transport, and smaller clusters such as response to xenobiotic stimulus, biotransformation, glucocorticoid response, and a three‐member network for complement activation/humoral immune response. Transcription factor enrichment analysis using TRRUST (Figure 6D) showed some regulatory signatures among downregulated genes. 

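The transcripts of these factors were measured directly in As300 against Control. Pparg (PPARγ) had a log2 fold change of -0.85 (standard error 0.36, edgeR adjusted p = 0.176), from 5.62 ± 1.66 CPM (SD, n = 3) in Control to 3.12 ± 0.61 (SD, n = 3) in As300. Ebf1, a B cell factor, fell by 0.67 on the log2 scale (standard error 0.31, edgeR adjusted p = 0.205), and by 0.38 without Control replicate 1. Tcf3 had a log2 fold change of 0.30 (standard error 0.10, edgeR adjusted p = 0.102) and Srebf1 (Srebp1) of 0.12 (standard error 0.06, edgeR adjusted p = 0.277), and after the GC correction they were -0.03 and -0.13. DESeq2 gave Tcf3 an adjusted p of 0.0273, the lowest over all alternatives, which reached 0.903. For Pou2f2 the log2 fold change was 0.23 (standard error 0.34, edgeR adjusted p = 0.753), 0.74 without Control replicate 1 and -0.09 without Control replicate 3.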

The As300 group showed strong enrichment for Pparγ, Tcf3, Ebf1, Srebp1, and Pou2f2, suggesting suppression of lipid metabolism and B‐cell lineage programs. 

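In ASC_As300 against Control, Cebpb was the 1 factor among Tcf3, Cebpa, Cebpb, Pou2af1, Ebf1, Srebf1 and Pparg whose own transcript was called, and it was called up, with a log2 fold change of 0.75 (standard error 0.15, edgeR adjusted p = 0.0336). Cebpb was measured at 25.7 ± 2.70 CPM (SD, n = 3) in ASC_As300 and 15.3 ± 1.88 (SD, n = 3) in Control, and it was not called without Control replicate 3 (0.72, adjusted p of 0.144, in a range of 0.000202 to 0.191 over all alternatives, the highest after the GC correction). Tcf3 and Srebf1 had log2 fold changes of 0.29 and 0.23 (edgeR adjusted p = 0.218 and 0.138), with Srebf1 at 99.2 ± 1.21 CPM (SD, n = 3) in ASC_As300 and 84.9 ± 2.06 (SD, n = 3) in Control. Pparg (-0.15), Cebpa (-0.02) and Ebf1 (-0.39) had an edgeR adjusted p between 0.584 and 0.987, and without Control replicate 1 they were 0.07, 0.30 and -0.12. Pou2af1, a B cell coactivator, had 0 to 722 counts in Control and 13 to 38 in ASC_As300, with a log2 fold change of -3.18 (standard error 1.60, edgeR adjusted p = 0.372) that was 1.02 without Control replicate 1. From the Srebp1 and Pparγ signals, the paper proposes a downregulation of metabolic pathways in ASC_As300.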

ASC_As300 exhibited enrichment for Tcf3, Cebp, Pou2af1, Ebf1, and Cebpa, with particularly strong signals for Srebp1 and Pparγ, consistent with metabolic pathway downregulation. The ASC group was characterized by Tcf3 and Pou2f2, with higher Pax5 enrichment compared to other groups, indicating selective repression of B‐cell differentiation pathways.

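In ASC against Control, Pax5 had a log2 fold change of -2.32 (standard error 1.13, edgeR adjusted p = 0.351), with 25 to 1040 counts in the Control tumors and 30 to 118 in the ASC tumors. Without Control replicate 1 the Pax5 value was 1.28. Pou2f2 had a log2 fold change of 0.62 (standard error 0.34, edgeR adjusted p = 0.421), and 1.11 and 0.29 without Control replicates 1 and 3, and Tcf3 of 0.10 (standard error 0.10, edgeR adjusted p = 0.697), which was -0.08 after the GC correction. The B cell list gave -2.42 and a floored mean of -1.06, with 1 of 19 genes higher (camera adjusted p = 0.00272, fry adjusted p = 0.528). Its score was 4.40 in Control replicate 1, -0.19 and -0.04 in the other Control tumors and 0.32 ± 0.95 (SD, n = 3) in ASC, and without Control replicate 1 the mean log2 fold change was 0.77. No B cell gene was called, and none passed when adjusted over the list alone. For Pax5 the log2 fold change in As300 was -5.29 (standard error 1.33, edgeR adjusted p = 0.0521), and -1.69 without Control replicate 1. Its adjusted p ranged from 0.0429 to 0.204 over all alternatives, so that some of them called it down. The paper takes the Tcf3, Pou2f2 and Pax5 enrichment in the ASC group as indicating a selective repression of B-cell differentiation.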

### 3.6 Targeted Gene Expression Validation

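In the RNA-seq data, Ifng had 4 to 12 counts in the Control tumors, at or under the floor, so that its fold is a lower bound. It was at least 8.25-fold higher in ASC (64 to 114 counts) and at least 10.0-fold higher in ASC_As300 (100 to 178 counts), while As300 tumors had 0 to 23 counts. The edgeR adjusted p for Ifng was 0.0563 in ASC and 0.0347 in ASC_As300. Without As300 replicate 2 it was called in ASC (adjusted p of 0.00162, in a range of 0.00162 to 0.206 over all alternatives), and without Control replicate 3 it was not called in ASC_As300 (adjusted p of 0.155, in a range of 2.66e-07 to 0.155). Irf1 was measured at 161.6 ± 17.2 CPM (SD, n = 3) in ASC, 172.3 ± 16.6 (SD, n = 3) in ASC_As300, 54.7 ± 4.28 (SD, n = 3) in As300 and 57.4 ± 9.34 (SD, n = 3) in Control. The log2 fold change of Irf1 was 1.49 in ASC (standard error 0.12, edgeR adjusted p = 0.000167), 1.58 in ASC_As300 (standard error 0.12, edgeR adjusted p = 9.34e-05) and -0.07 in As300 (standard error 0.12, edgeR adjusted p = 0.795), the last of these 0.09 without Control replicate 1.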

Given the immune processes revealed by RNAseq, we validated selected findings via qRT‐PCR, confirming strong upregulation of IFNγ and its downstream effector IRF1 in tumors (Figure 7). Genes selected for validation also included IL‐1β, iNOS, Arg1, and TGFβ, based on their relevance to inflammation and immune modulation. These findings were consistent across both time points, suggesting that a potential shift may have occurred in the TME's immune modulatory activity. Additionally, genes associated with myeloid cell activation and inflammation, such as IL‐1β and iNOS, were elevated in ASC‐containing tumors at 21 days; this effect, however, diminished by Day 26. 

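By RNA-seq at day 21, Il1b had a log2 fold change of 0.59 in ASC, 0.28 in As300 and 0.95 in ASC_As300 (standard error 0.31 each, edgeR adjusted p = 0.389, 0.648 and 0.191). In ASC_As300 it was called up with the DESeq2 Wald test (0.95, adjusted p of 0.0326) and in none of the other alternatives, in a range of 0.0326 to 0.422. It was measured at 7.95 ± 1.62 CPM (SD, n = 3) in Control and 15.4 ± 3.19 (SD, n = 3) in ASC_As300, and its ASC value was 0.33 without ASC replicate 2 and its As300 value 0.05 without As300 replicate 3. Nos2, the gene of iNOS, gave 0.92, 0.36 and 0.91 (standard error 0.48, 0.47 and 0.48, edgeR adjusted p = 0.385, 0.715 and 0.394), with 0.48 in ASC without ASC replicate 2 and -0.40 in As300 without As300 replicate 1. Arg1 gave 0.07, 0.20 and 0.46 (standard error 0.27 each, edgeR adjusted p = 0.932, 0.719 and 0.44), with -0.18 in ASC without ASC replicate 1 and -0.08 in As300 without As300 replicate 1, and -0.07 in ASC without Control replicate 1. Tgfb1 was called up in As300, with a log2 fold change of 0.63 (standard error 0.08) and 123 ± 7.83 CPM (SD, n = 3) against 79.7 ± 5.29 (SD, n = 3) in Control, and it was not called without As300 replicate 2 (0.57, adjusted p of 0.154, in a range of 2.88e-08 to 0.154 over all alternatives). In ASC and ASC_As300 its log2 fold changes were 0.30 and 0.31 (edgeR adjusted p = 0.137 and 0.121, in ranges of 0.0279 to 0.391 and 0.0294 to 0.363 over all alternatives), and it was not called in either, since its log2 fold change was at most 0.3978 and 0.3626 over all alternatives.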

TGFβ expression remained within ± 1.5‐fold across all groups and timepoints (Figure 7), indicating no significant modulation. Arg1 showed a modest upregulation (1.5–1.7 fold) at Day 21 in all groups compared to control untreated, yet by Day 26, Arg1 expression declined in both ASC and ASC_As300 groups but was maintained in As300 tumors at a low level. IL‐1β and iNOS exhibited parallel expression patterns, consistent with known regulatory interactions. At Day 21, ASC and ASC_As300 tumors showed elevated expression of both genes, while As300 tumors showed lower induction. By Day 26, expression of both genes declined in ASC tumors, remained low in As300, and was sustained in ASC_As300 tumors, suggesting a transient inflammatory response primarily driven by ASC. IFNγ expression was markedly elevated in tumors containing ASC, regardless of iAs exposure. At Day 21, ASC and ASC_As300 tumors showed 8‐ to 9‐fold increases, while As300 tumors showed no induction. This upregulation persisted at Day 26, indicating a sustained IFNγ‐driven inflammatory tone in ASC‐containing tumors. IRF1, a downstream effector, mirrored IFNγ expression trends with significant upregulation in ASC and ASC_As300 tumors at both time points. As300 tumors showed no significant IRF1 induction. Together, these results suggest that ASC presence in tumors drives a robust and sustained IFNγ‐IRF1 axis activation, independent of iAs exposure, and is accompanied by transient increases in IL‐1β and iNOS expression. These findings support a shift in the inflammatory tone of the TME that is mediated by ASC.

**FIGURE 7:**
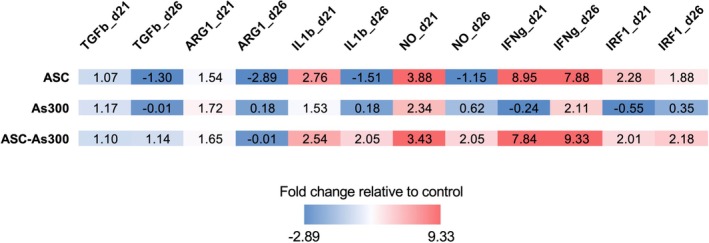
Heatmap of gene expression changes validated by RT‐qPCR. Fold changes in expression of immune‐related genes (TGFβ, Arg1, IL‐1β, iNOS, IFNγ, IRF1) in TC2Ras tumors at Days 21 and 26 across ASC, As300, and ASC_As300 groups. Color intensity reflects relative expression compared to control (0 ppb iAs + 0% ASC).

## 4 Discussion

A major role of the immune system in cancer is to detect and eliminate transformed cells before they evolve mechanisms of immune evasion (Swann and Smyth 2007). Yet, both immune and stromal cells within the TME can paradoxically promote or inhibit tumor growth (de Visser et al. 2006; Erasha et al. 2025). MSCs, enriched in the TME, similarly can engage in broad immune crosstalk (Tyndall 2014) and exert context‐dependent effects. In the present work, we show that ASC‐conditioned media enhances PCa cell viability in vitro, an effect attenuated by iAs exposure. In vivo, ASC co‐implantation increased tumor burden, while iAs altered immune cell recruitment and gene expression. Flow cytometry and RNA‐seq deconvolution suggested that ASCs and iAs may modulate both the innate and adaptive immune compartments, thus driving immune suppression, compensatory memory responses, and shifts in macrophage/MDSC dynamics. The mechanisms appear to involve sustained IFNγ‐IRF1 activation in ASC‐containing tumors, alongside transient inflammatory signatures and downregulated adaptive immunity in iAs‐exposed tumors, as shown by transcriptomics and qPCR analyses. These combined findings suggest that ASCs and iAs converge to reshape the TME through distinct yet overlapping mechanisms, influencing tumor growth, immune infiltration, and inflammatory tone.

Our in vitro results showed that ASCs increased PCa cell viability, an effect modulated by iAs exposure, indicating that ASCs may be sensitive to iAs. While the use of ASC‐CM is useful for probing soluble signaling, it does not capture essential features of the in vivo TME, including direct cell–cell contact, ECM cues, and spatial organization that may shape stromal, immune, and tumor interactions. Thus, although CM may partially reflect the influence of ASC; complementary 3D co‐cultures or in vivo models may be necessary to fully define how ASC modulate tumor‐immune interactions. While iAs is regarded widely as immunotoxic (Dangleben et al. 2013), its impact within the TME has remained unclear. Therefore, we pursued two questions: (1) How might ASCs influence immune cell recruitment and tumor growth in the TME? and (2) In what ways might iAs exposure modify these outcomes? Given the fundamental role of immunity in tumor control, we hypothesized that ASCs and iAs could influence tumor burden via effects on immune cell dynamics. Tumor weights showed ASC co‐mixing (without iAs) increased mass, consistent with reports of MSC‐driven PCa enhancement, and context‐dependent effects (Cheng et al. 2016; Luo et al. 2015; Wen et al. 2015).

The ASC‐CM‐induced increase in TC2Ras viability is consistent with known ASC‐secreted factors such as IL‐6 family cytokines, IGF‐1, FGF/EGF ligands, TGF‐β, CXCL12, and SPP1, which can promote tumor growth and modulate immune pathways. Several of these pathways overlap with our RNA‐seq immune signatures, suggesting coordinated proliferative and immunomodulatory effects. Targeted depletion or neutralization studies would be needed to identify the key mediators. Nevertheless, iAs reversed this trend, suggesting that environmental factors can alter stromal influence. And while some studies show that MSCs can suppress cancer growth using CM (Lee et al. 2015), naïve (Takahara et al. 2014), or engineered (Zolochevska et al. 2012) ASCs, there remains debate on whether MSCs are ultimately pro‐ or anti‐tumorigenic (Rivera‐Cruz and Figueiredo 2023; Rivera‐Cruz et al. 2023; Rivera‐Cruz et al. 2017). In the 26‐day groups, absent ASC, 300 ppb of iAs did not affect tumor size, so this dose does not simply kill cells. However, in ASC‐mixed tumors, iAs led to a notable size reduction, indicating that iAs can negate the ASC‐mediated promotion of growth, consistent with in vitro data on ASC‐GFP CM and TC2Ras cells. Previously, iAs was shown to switch human ASC secretomes from anti‐ to pro‐proliferative (Shearer et al. 2016), yet our in vivo results contrast: ASC increases tumor size and iAs attenuates it. Our 1‐week iAs exposure may model soluble environmental stress but does not fully reflect long‐term, low‐dose human exposure, which can induce cumulative, epigenetic, and immunologic changes. Prolonged exposure also may result in distinct ASC or immune phenotypes relative to short‐term treatments. Future studies using extended or stepwise chronic iAs exposure may help determine how environmentally‐relevant dosing may shape ASC function and tumor‐immune interactions. This may result from complex crosstalk and experimental variations such as ASC species, PCa model, and systemic iAs exposure, each influencing cytokine milieu and proliferation.

Tumor size evaluation alone is insufficient; thus, we also examined several immune cell populations. including MDSCs, which are immunosuppressive (Umansky et al. 2019; Umansky et al. 2016). Flow cytometry showed that total MDSC recruitment was similar between groups, apart from a minor increase with ASCs at Day 21 and a clear drop in the ASC_As300 group at Day 26, with the lowest in iAs‐only tumors. Unexposed ASC‐mixed tumors showed increased M‐MDSC, implicated in soluble factor‐driven suppression, unlike ROS‐dependent G‐MDSC (Youn and Gabrilovich 2010); this may strongly modulate TME signaling and tumor progression, correlating with reports in multiple myeloma (Wang et al. 2015). Though TIMER2.0 does not single out MDSCs, it does estimate proportions of monocytes and M2 macrophages. Monocytes (M‐MDSC progenitors) were highest in ASC tumors, mirroring flow cytometry findings, while iAs diminished monocyte and M2 macrophage signatures, suggesting curtailed immunosuppressive recruitment. We further examined ASC and iAs effects on macrophage infiltration. Early (Day 21), ASC co‐mixing elevated macrophage recruitment regardless of iAs, but this was reversed by Day 26 after iAs exposure. MSC‐driven factors may underlie this effect, as seen in wound healing models (Chen et al. 2008). In tumors, MSCs preferentially recruit M2 macrophages (Ren et al. 2012), though our ASC‐GFP cells were not tumor‐derived. Notably, > 90% of recruited macrophages were M1‐type, which are typically antitumorigenic. This pattern, with M1 prevalence in confined disease and M2 in advanced (Lanciotti et al. 2014), is echoed in our TIMER2.0 data and may indicate that a less‐aggressive TME is induced by ASC, and disrupted by iAs.

The suppressive effect of iAs on macrophage recruitment could result from altered ASC cytokine profiles neutralizing immune‐stimulatory outputs or from systemic iAs prompting chronic inflammation that hinders macrophage homing. Similar innate immune blunting following iAs has been seen in zebrafish (Nayak et al. 2007). CD4+ T cells, known macrophage activators (Mosser and Edwards 2008), could also shape M1 abundance in the TME, and our findings suggest that iAs exposure dampens immune cell recruitment by ASCs over time. Cell–cell signaling in the TME is a network response. IFNγ and downstream IRF1 were significantly increased with ASC; since IFNγ drives immune activation, with cross‐talk between macrophages and lymphocytes instigating M1 polarization (Biswas and Mantovani 2010), it can also aid in tumorigenesis (Zaidi 2019) and thus is implicated in M‐MDSC‐mediated suppression (Movahedi et al. 2008). This dual IFNγ role might explain concurrent protumor and antitumor responses in ASC‐commixed groups. No overall IFNγ change followed iAs, but past work with human ASCs (Shearer et al. 2016) and in exposed populations (Biswas et al. 2008) shows a concentration‐dependent IFNγ decrease, potentially explaining immune suppression with iAs.

Furthermore, RNA‐seq analyses revealed enrichment of pathways related to CD8+ T cell differentiation, type II IFN signaling, and antigen processing/presentation in ASC_As300 tumors, which were smaller in size and showed stronger immune activation signatures. Immune checkpoint genes such as Pdcd1, Lag3, and Cd274 were also upregulated, suggesting a compensatory inhibitory axis that may balance effector responses. Synapse organization and cell–cell junction pathways might further suggest enhanced immune–tumor interactions, while transcription factor enrichment for Stat3, Ikbkb, and Rela in ASC_As300 tumors aligns with sustained inflammatory signaling. In contrast, downregulated networks indicated instead a broad suppression of adaptive immunity and metabolic programs in the iAs‐exposed tumor samples. Meanwhile, the As300 group showed the strongest reductions in pathways relating to lymphocyte activation, leukocyte activation, hematopoietic lineage, and ASC_As300 tumors downregulated pathways relating to adipogenesis, lipid metabolism, and cytokine/receptor interactions. Transcription factor analysis pointed to pparg and Srebf1 as key regulators of these suppressed metabolic processes, alongside Tcf3 and Pou2f2 (which govern B‐cell lineage commitment). These findings suggest that iAs exposure not only blunts immune effector pathways but also can rewire TME metabolic circuits, thus constraining immune cell function and tumor‐stromal crosstalk. Together, the transcriptomic insights reinforce the duality of ASC when exposed to iAs‐ASC can on the one hand promote immune activation and inflammatory tone, yet iAs imposes broad immunosuppressive and metabolic constraints. For instance, immune profiling data pointed to ASC promoting tumor progression via immune modulation, with iAs exposure countering this by depleting key pro‐inflammatory and cytotoxic cells. For example, the reduced M1, Th1, and CD8+ T numbers in ASC + iAs tumors may suggest a loss of cytotoxic control and IFNγ signaling. Tregs and plasma B cells were estimated as increased in both ASC and ASC + iAs groups, indicating potential immunosuppressive and humoral skewing, along with memory T‐cell increases, signaling a possible shift away from effector function. This analysis suggested increased myeloid progenitors and fibroblasts in the iAs group, indicative of stromal remodeling and further immune escape. Thus, ASC may drive initial immune activation, while iAs exposure inhibits this, promoting a TME that is permissive to tumors. Interestingly, few GFP+ ASC cells remain detectable within tumors at late timepoints (< 0.1%), possibly due to apoptosis, host cell expansion, or GFP loss; still, their early presence drives lasting changes to TME and immune composition.

This study can serve to highlight the critical influence that stromal and environmental factors can play on the immune dynamics within the TME. While immune cell immunophenotyping does not fully capture functional states and the use of mouse models and experimentally added ASCs introduces constraints on generalizability, these approaches were essential to this study to enable us to examine these complex interactions in an immunocompetent setting. The observed effects of ASCs and iAs on immune composition and inflammatory composition of the TME reveal mechanisms that merit deeper investigation. These findings may provide a foundation for future work aimed at refining targeted immunotherapies and informing public health as it relates to environmental exposures.

## 5 Conclusions

In summary, ASCs can promote prostate tumor growth and modulate immune composition, while iAs imposes immunosuppressive and metabolic constraints that counter the ASC‐driven activation. These findings highlight the importance of studying how stromal‐environmental interactions shape the TME and uncover several future directions for identifying key ASC mediators and defining chronic iAs effects, potentially leading to more informed therapeutic and public health strategies.

## Author Contributions

J.S., C.R.‐C., A.M.B.C., and M.L.F. contributed to methodology, writing, and editing. J.S. and M.L.F. performed data collection. C.E.F.‐A. contributed to writing and editing.

## Funding

This work was supported in part by the Purdue University Center for Cancer Research, NIH grant P30 CA023168.

## Ethics Statement

The authors have nothing to report.

## Consent

The authors have nothing to report.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Animal Studies

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Purdue University and carried out according to the guidelines for the care and use of laboratory animals.

## Supporting information

**Table S1:** List of antibodies used for flow cytometry.

## Data Availability

The RNAseq data for this submission are available at NCBI GEO record GSE317208.

## References

[jat70108-bib-0001] Alvarado‐Morales, I. , V. Olivares‐Illana , C. Arenas‐Huertero , et al. 2021. “Human Prostate Epithelial Cells and Prostate‐Derived Stem Cells Malignantly Transformed In Vitro With Sodium Arsenite Show Impaired Toll Like Receptor −3 (TLR3)‐Associated Anti‐Tumor Pathway.” Toxicology Letters 350: 185–193. 10.1016/j.toxlet.2021.07.013.34303791 PMC8410676

[jat70108-bib-0002] Biswas, R. , P. Ghosh , N. Banerjee , et al. 2008. “Analysis of T‐Cell Proliferation and Cytokine Secretion in the Individuals Exposed to Arsenic.” Human & Experimental Toxicology 27: 381–386. 10.1177/0960327108094607.18715884

[jat70108-bib-0003] Biswas, S. K. , and A. Mantovani . 2010. “Macrophage Plasticity and Interaction With Lymphocyte Subsets: Cancer as a Paradigm.” Nature Immunology 11: 889–896. 10.1038/ni.1937.20856220

[jat70108-bib-0004] Bommarito, P. A. , R. Beck , C. Douillet , et al. 2019. “Evaluation of Plasma Arsenicals as Potential Biomarkers of Exposure to Inorganic Arsenic.” Journal of Exposure Science & Environmental Epidemiology 29: 718–729. 10.1038/s41370-019-0121-x.30728485 PMC6684877

[jat70108-bib-0005] Brennen, W. N. , S. R. Denmeade , and J. T. Isaacs . 2013. “Mesenchymal Stem Cells as a Vector for the Inflammatory Prostate Microenvironment.” Endocrine‐Related Cancer 20: R269–R290. 10.1530/ERC-13-0151.23975882 PMC3994592

[jat70108-bib-0006] Brennen, W. N. , L. N. Kisteman , and J. T. Isaacs . 2016. “Rapid Selection of Mesenchymal Stem and Progenitor Cells in Primary Prostate Stromal Cultures.” Prostate 76: 552–564. 10.1002/pros.23145.26732992 PMC4856028

[jat70108-bib-0007] Buus, T. B. , M. H. Jee , and N. Ødum . 2019. “OMIP‐057: Mouse γδ T‐Cell Development Characterized by a 14 Color Flow Cytometry Panel.” Cytometry. Part A 95: 726–729. 10.1002/cyto.a.23754.30977950

[jat70108-bib-0008] Chen, L. , E. E. Tredget , P. Y. G. Wu , and Y. Wu . 2008. “Paracrine Factors of Mesenchymal Stem Cells Recruit Macrophages and Endothelial Lineage Cells and Enhance Wound Healing.” PLoS ONE 3: e1886. 10.1371/journal.pone.0001886.18382669 PMC2270908

[jat70108-bib-0009] Cheng, J. , K. Yang , Q. Zhang , et al. 2016. “The Role of Mesenchymal Stem Cells in Promoting the Transformation of Androgen‐Dependent Human Prostate Cancer Cells Into Androgen‐Independent Manner.” Scientific Reports 6: 16993. 10.1038/srep16993.26787499 PMC4726385

[jat70108-bib-0010] Cuiffo, B. G. , and A. E. Karnoub . 2012. “Mesenchymal Stem Cells in Tumor Development: Emerging Roles and Concepts.” Cell Adhesion & Migration 6: 220–230. 10.4161/cam.20875.22863739 PMC3427236

[jat70108-bib-0011] Dangleben, N. L. , C. F. Skibola , and M. T. Smith . 2013. “Arsenic Immunotoxicity: A Review.” Environmental Health 12: 73. 10.1186/1476-069X-12-73.24004508 PMC3848751

[jat70108-bib-0012] de Visser, K. E. , A. Eichten , and L. M. Coussens . 2006. “Paradoxical Roles of the Immune System During Cancer Development.” Nature Reviews. Cancer 6: 24–37. 10.1038/nrc1782.16397525

[jat70108-bib-0013] Du, M. , L. Sun , J. Guo , and H. Lv . 2024. “Macrophages and Tumor‐Associated Macrophages in the Senescent Microenvironment: From Immunosuppressive TME to Targeted Tumor Therapy.” Pharmacological Research 204: 107198. 10.1016/j.phrs.2024.107198.38692466

[jat70108-bib-0014] Erasha, A. M. , H. El‐Gendy , A. S. Aly , M. Fernández‐Ortiz , and R. K. A. Sayed . 2025. “The Role of the Tumor Microenvironment (TME) in Advancing Cancer Therapies: Immune System Interactions, Tumor‐Infiltrating Lymphocytes (TILs), and the Role of Exosomes and Inflammasomes.” International Journal of Molecular Sciences 26. 10.3390/ijms26062716.PMC1194245240141358

[jat70108-bib-0015] Escudero‐Lourdes, C. , I. Alvarado‐Morales , and E. J. Tokar . 2022. “Stem Cells as Target for Prostate Cancer Therapy: Opportunities and Challenges.” Stem Cell Reviews and Reports 18: 2833–2851. 10.1007/s12015-022-10437-6.35951166 PMC9716656

[jat70108-bib-0016] Figueiredo, M. L. , R. Letteri , D. Chan‐Seng , S. Kumar , C. M. Rivera‐Cruz , and T. S. Emrick . 2021. “Reengineering Tumor Microenvironment With Sequential Interleukin Delivery.” Bioengineering (Basel) 8. 10.3390/bioengineering8070090.PMC830103534209203

[jat70108-bib-0017] Figueiredo, M. L. , S. Utturkar , S. Kumar , and C. E. Fonseca‐Alves . 2024. “Transcriptomic Analysis of Mouse TRAMP Cell Lines and Tumors Provide Insights Into Shared Pathways and Therapeutic Targets.” Cell Insight 3: 100184. 10.1016/j.cellin.2024.100184.39175940 PMC11339039

[jat70108-bib-0018] Frisbie, S. H. , and E. J. Mitchell . 2022. “Arsenic in Drinking Water: An Analysis of Global Drinking Water Regulations and Recommendations for Updates to Protect Public Health.” PLoS ONE 17: e0263505. 10.1371/journal.pone.0263505.35385526 PMC8985943

[jat70108-bib-0019] Giraldo, N. A. , R. Sanchez‐Salas , J. D. Peske , et al. 2019. “The Clinical Role of the TME in Solid Cancer.” British Journal of Cancer 120: 45–53. 10.1038/s41416-018-0327-z.30413828 PMC6325164

[jat70108-bib-0020] Goliwas, K. F. , J. S. Deshane , C. A. Elmets , and M. Athar . 2021. “Moving Immune Therapy Forward Targeting TME.” Physiological Reviews 101: 417–425. 10.1152/physrev.00008.2020.32790578 PMC8428923

[jat70108-bib-0021] Grotzer, M. A. , R. Patti , B. Geoerger , A. Eggert , T. T. Chou , and P. C. Phillips . 2000. “Biological Stability of RNA Isolated From RNA Later‐Treated Brain Tumor and Neuroblastoma Xenografts.” Medical and Pediatric Oncology 34: 438–442. 10.1002/(sici)1096-911x(200006)34:6<438:aid-mpo12>3.0.co;2-q.10842254

[jat70108-bib-0022] Höchst, B. , J. Mikulec , T. Baccega , et al. 2015. “Differential Induction of Ly6G and Ly6C Positive Myeloid Derived Suppressor Cells in Chronic Kidney and Liver Inflammation and Fibrosis.” PLoS ONE 10: e0119662. 10.1371/journal.pone.0119662.25738302 PMC4349817

[jat70108-bib-0023] Hocking, A. M. 2015. “The Role of Chemokines in Mesenchymal Stem Cell Homing to Wounds.” Adv Wound Care (New Rochelle) 4: 623–630. 10.1089/wound.2014.0579.26543676 PMC4620518

[jat70108-bib-0024] IARC Working Group on the Evaluation of Carcinogenic Risks to Humans . 2012. “Arsenic, Metals, Fibres, and Dusts.” In IARC Monographs on the Evaluation of Carcinogenic Risks to Humans, vol. 100, 11–465.23189751 PMC4781271

[jat70108-bib-0025] Jablonski, K. A. , S. A. Amici , L. M. Webb , et al. 2015. “Novel Markers to Delineate Murine M1 and M2 Macrophages.” PLoS ONE 10: e0145342. 10.1371/journal.pone.0145342.26699615 PMC4689374

[jat70108-bib-0026] Kido, L. A. , C. de Almeida Lamas , M. R. Maróstica , and V. H. A. Cagnon . 2019. “Transgenic Adenocarcinoma of the Mouse Prostate (TRAMP) Model: A Good Alternative to Study PCa Progression and Chemoprevention Approaches.” Life Sciences 217: 141–147. 10.1016/j.lfs.2018.12.002.30528182

[jat70108-bib-0027] Kumar, S. , D. Lim , H. Kothandaraman , et al. 2025. “Exploring Tumor Dynamics and Responses of Prostate Cancer to IL‐27 Based Treatment Combinations Through Biodynamic Imaging and RNA Sequencing Analyses.” Scientific Reports 15: 42265. 10.1038/s41598-025-26300-w.41298674 PMC12658048

[jat70108-bib-0028] Lanciotti, M. , L. Masieri , M. R. Raspollini , et al. 2014. “The Role of M1 and M2 Macrophages in Prostate Cancer in Relation to Extracapsular Tumor Extension and Biochemical Recurrence After Radical Prostatectomy.” BioMed Research International 2014: 486798. 10.1155/2014/486798.24738060 PMC3967497

[jat70108-bib-0029] Lee, J.‐H. , C. H. Park , K.‐H. Chun , and S.‐S. Hong . 2015. “Effect of Adipose‐Derived Stem Cell‐Conditioned Medium on the Proliferation and Migration of B16 Melanoma Cells.” Oncology Letters 10: 730–736. 10.3892/ol.2015.3360.26622561 PMC4508978

[jat70108-bib-0030] Li, T. , J. Fu , Z. Zeng , et al. 2020. “TIMER2.0 for Analysis of Tumor‐Infiltrating Immune Cells.” Nucleic Acids Research 48: W509–W514. 10.1093/nar/gkaa407.32442275 PMC7319575

[jat70108-bib-0031] Liang, W. , X. Chen , S. Zhang , et al. 2021. “Mesenchymal Stem Cells as a Double‐Edged Sword in Tumor Growth: Focusing on MSC‐Derived Cytokines.” Cellular & Molecular Biology Letters 26: 3. 10.1186/s11658-020-00246-5.33472580 PMC7818947

[jat70108-bib-0032] Liu, S. , Z. Wang , R. Zhu , F. Wang , Y. Cheng , and Y. Liu . 2021. “Three Differential Expression Analysis Methods for RNA Sequencing: Limma, EdgeR, DESeq2.” Journal of Visualized Experiments. 10.3791/62528.34605806

[jat70108-bib-0033] Luo, J. , S. O. Lee , Y. Cui , R. Yang , L. Li , and C. Chang . 2015. “Infiltrating Bone Marrow Mesenchymal Stem Cells (BM‐MSCs) Increase Prostate Cancer Cell Invasion via Altering the CCL5/HIF2α/Androgen Receptor Signals.” Oncotarget 6: 27555–27565. 10.18632/oncotarget.4515.26342197 PMC4695008

[jat70108-bib-0034] Mosser, D. M. , and J. P. Edwards . 2008. “Exploring the Full Spectrum of Macrophage Activation.” Nature Reviews. Immunology 8: 958–969. 10.1038/nri2448.PMC272499119029990

[jat70108-bib-0035] Movahedi, K. , M. Guilliams , J. Van den Bossche , et al. 2008. “Identification of Discrete Tumor‐Induced Myeloid‐Derived Suppressor Cell Subpopulations With Distinct T Cell‐Suppressive Activity.” Blood 111: 4233–4244. 10.1182/blood-2007-07-099226.18272812

[jat70108-bib-0036] Naujokas, M. F. , B. Anderson , H. Ahsan , et al. 2013. “The Broad Scope of Health Effects From Chronic Arsenic Exposure: Update on a Worldwide Public Health Problem.” Environmental Health Perspectives 121: 295–302. 10.1289/ehp.1205875.23458756 PMC3621177

[jat70108-bib-0037] Nayak, A. S. , C. R. Lage , and C. H. Kim . 2007. “Effects of Low Concentrations of Arsenic on the Innate Immune System of the Zebrafish (*Danio rerio*).” Toxicological Sciences 98: 118–124. 10.1093/toxsci/kfm072.17400579

[jat70108-bib-0038] Pederzoli, F. , M. Raffo , H. Pakula , F. Ravera , P. V. Nuzzo , and M. Loda . 2023. “Stromal Cells in Prostate Cancer Pathobiology: Friends or Foes?” British Journal of Cancer 128: 930–939. 10.1038/s41416-022-02085-x.36482187 PMC10006214

[jat70108-bib-0039] Prantl, L. , F. Muehlberg , N. M. Navone , et al. 2010. “Adipose Tissue‐Derived Stem Cells Promote Prostate Tumor Growth.” Prostate 70: 1709–1715. 10.1002/pros.21206.20564322 PMC4977846

[jat70108-bib-0040] Quail, D. F. , and J. A. Joyce . 2013. “Microenvironmental Regulation of Tumor Progression and Metastasis.” Nature Medicine 19: 1423–1437. 10.1038/nm.3394.PMC395470724202395

[jat70108-bib-0041] Reed, B. C. , and M. D. Lane . 1980. “Insulin Receptor Synthesis and Turnover in Differentiating 3T3‐L1 Preadipocytes.” Proc Natl Acad Sci USA 77: 285–289. 10.1073/pnas.77.1.285.6928620 PMC348254

[jat70108-bib-0042] Ren, G. , X. Zhao , Y. Wang , et al. 2012. “CCR2‐Dependent Recruitment of Macrophages by Tumor‐Educated Mesenchymal Stromal Cells Promotes Tumor Development and Is Mimicked by TNFα.” Cell Stem Cell 11: 812–824. 10.1016/j.stem.2012.08.013.23168163 PMC3518598

[jat70108-bib-0043] Ribeiro, R. , C. Monteiro , V. Catalán , et al. 2012. “Obesity and Prostate Cancer: Gene Expression Signature of Human Periprostatic Adipose Tissue.” BMC Medicine 10: 108. 10.1186/1741-7015-10-108.23009291 PMC3523039

[jat70108-bib-0044] Ribeiro, R. , C. Monteiro , R. Silvestre , et al. 2012. “Human Periprostatic White Adipose Tissue Is Rich in Stromal Progenitor Cells and a Potential Source of Prostate Tumor Stroma.” Experimental Biology and Medicine (Maywood, N.J.) 237: 1155–1162. 10.1258/ebm.2012.012131.23038706

[jat70108-bib-0045] Rivera‐Cruz, C. M. , and M. L. Figueiredo . 2023. “Evaluation of Human Adipose‐Derived Mesenchymal Stromal Cell Toll‐Like Receptor Priming and Effects on Interaction With Prostate Cancer Cells.” Cytotherapy 25: 33–45. 10.1016/j.jcyt.2022.09.009.36257875

[jat70108-bib-0046] Rivera‐Cruz, C. M. , S. Kumar , and M. L. Figueiredo . 2023. “Poly I:C‐Priming of Adipose‐Derived Mesenchymal Stromal Cells Promotes a Pro‐Tumorigenic Phenotype in an Immunocompetent Mouse Model of Prostate Cancer.” Frontiers in Cell and Developmental Biology 11: 1145421. 10.3389/fcell.2023.1145421.38078010 PMC10703370

[jat70108-bib-0047] Rivera‐Cruz, C. M. , J. J. Shearer , M. Figueiredo Neto , and M. L. Figueiredo . 2017. “The Immunomodulatory Effects of Mesenchymal Stem Cell Polarization Within the Tumor Microenvironment Niche.” Stem Cells International 2017: 4015039. 10.1155/2017/4015039.29181035 PMC5664329

[jat70108-bib-0048] Robinson, M. D. , D. J. McCarthy , and G. K. Smyth . 2010. “edgeR: A Bioconductor Package for Differential Expression Analysis of Digital Gene Expression Data.” Bioinformatics 26: 139–140. 10.1093/bioinformatics/btp616.19910308 PMC2796818

[jat70108-bib-0049] Shearer, J. J. , M. Figueiredo Neto , C. S. Umbaugh , and M. L. Figueiredo . 2017. “In Vivo Exposure to Inorganic Arsenic Alters Differentiation‐Specific Gene Expression of Adipose‐Derived Mesenchymal Stem/Stromal Cells in C57BL/6J Mouse Model.” Toxicological Sciences 157: 172–182. 10.1093/toxsci/kfx026.28206643 PMC5837658

[jat70108-bib-0050] Shearer, J. J. , E. A. Wold , C. S. Umbaugh , C. F. Lichti , C. L. Nilsson , and M. L. Figueiredo . 2016. “Inorganic Arsenic‐Related Changes in the Stromal Tumor Microenvironment in a Prostate Cancer Cell‐Conditioned Media Model.” Environmental Health Perspectives 124: 1009–1015. 10.1289/ehp.1510090.26588813 PMC4937864

[jat70108-bib-0051] Smeester, L. , P. A. Bommarito , E. M. Martin , et al. 2017. “Chronic Early Childhood Exposure to Arsenic Is Associated With a TNF‐Mediated Proteomic Signaling Response.” Environmental Toxicology and Pharmacology 52: 183–187. 10.1016/j.etap.2017.04.007.28433805 PMC5796657

[jat70108-bib-0052] Su, F. , A. C. Daquinag , S. Ahn , et al. 2021. “Progression of Prostate Carcinoma Is Promoted by Adipose Stromal Cell‐Secreted CXCL12 Signaling in Prostate Epithelium.” NPJ Precision Oncology 5: 26. 10.1038/s41698-021-00160-9.33753872 PMC7985375

[jat70108-bib-0053] Sun, Z. , S. Wang , and R. C. Zhao . 2014. “The Roles of Mesenchymal Stem Cells in Tumor Inflammatory Microenvironment.” Journal of Hematology & Oncology 7: 14. 10.1186/1756-8722-7-14.24502410 PMC3943443

[jat70108-bib-0054] Swann, J. B. , and M. J. Smyth . 2007. “Immune Surveillance of Tumors.” Journal of Clinical Investigation 117: 1137–1146. 10.1172/JCI31405.17476343 PMC1857231

[jat70108-bib-0055] Takahara, K. , M. Ii , T. Inamoto , et al. 2014. “Adipose‐Derived Stromal Cells Inhibit Prostate Cancer Cell Proliferation Inducing Apoptosis.” Biochemical and Biophysical Research Communications 446: 1102–1107. 10.1016/j.bbrc.2014.03.080.24680678

[jat70108-bib-0056] Tung, J. W. , D. R. Parks , W. A. Moore , L. A. Herzenberg , and L. A. Herzenberg . 2004. “New Approaches to Fluorescence Compensation and Visualization of FACS Data.” Clinical Immunology 110: 277–283. 10.1016/j.clim.2003.11.016.15047205

[jat70108-bib-0057] Tyndall, A. 2014. “Mesenchymal Stem Cell Treatments in Rheumatology: A Glass Half Full?” Nature Reviews Rheumatology 10: 117–124. 10.1038/nrrheum.2013.166.24217581

[jat70108-bib-0058] Umansky, V. , G. J. Adema , J. Baran , et al. 2019. “Interactions Among Myeloid Regulatory Cells in Cancer.” Cancer Immunology, Immunotherapy 68: 645–660. 10.1007/s00262-018-2200-6.30003321 PMC11028297

[jat70108-bib-0059] Umansky, V. , C. Blattner , C. Gebhardt , and J. Utikal . 2016. “The Role of Myeloid‐Derived Suppressor Cells (MDSC) in Cancer Progression.” Vaccines (Basel) 4. 10.3390/vaccines4040036.PMC519235627827871

[jat70108-bib-0060] Umbaugh, C. S. , A. Diaz‐Quiñones , M. F. Neto , J. J. Shearer , and M. L. Figueiredo . 2018. “A Dock Derived Compound Against Laminin Receptor (37 LR) Exhibits Anti‐Cancer Properties in a Prostate Cancer Cell Line Model.” Oncotarget 9: 5958–5978. 10.18632/oncotarget.23236.29464047 PMC5814187

[jat70108-bib-0061] Wang, Z. , L. Zhang , H. Wang , et al. 2015. “Tumor‐Induced CD14+HLA‐DR (‐/Low) Myeloid‐Derived Suppressor Cells Correlate With Tumor Progression and Outcome of Therapy in Multiple Myeloma Patients.” Cancer Immunology, Immunotherapy 64: 389–399. 10.1007/s00262-014-1646-4.25548095 PMC11028624

[jat70108-bib-0062] Wen, S. , Y. Niu , S. Yeh , and C. Chang . 2015. “BM‐MSCs Promote Prostate Cancer Progression via the Conversion of Normal Fibroblasts to Cancer‐Associated Fibroblasts.” International Journal of Oncology 47: 719–727. 10.3892/ijo.2015.3060.26095189 PMC4501667

[jat70108-bib-0063] Xu, Y. , E. J. Tokar , and J. Pi . 2021. “Arsenic as an Environmental Toxicant and a Therapeutic Agent: Foe and Friend.” Toxicology and Applied Pharmacology 415: 115438. 10.1016/j.taap.2021.115438.33548274

[jat70108-bib-0064] Youn, J.‐I. , and D. I. Gabrilovich . 2010. “The Biology of Myeloid‐Derived Suppressor Cells: The Blessing and the Curse of Morphological and Functional Heterogeneity.” European Journal of Immunology 40: 2969–2975. 10.1002/eji.201040895.21061430 PMC3277452

[jat70108-bib-0065] Zaidi, M. R. 2019. “The Interferon‐Gamma Paradox in Cancer.” Journal of Interferon & Cytokine Research 39: 30–38. 10.1089/jir.2018.0087.30388040 PMC6350411

[jat70108-bib-0066] Zhou, Y. , B. Zhou , L. Pache , et al. 2019. “Metascape Provides a Biologist‐Oriented Resource for the Analysis of Systems‐Level Datasets.” Nature Communications 10: 1523. 10.1038/s41467-019-09234-6.PMC644762230944313

[jat70108-bib-0067] Zolochevska, O. , J. Ellis , S. Parelkar , et al. 2013. “Interleukin‐27 Gene Delivery for Modifying Malignant Interactions Between Prostate Tumor and Bone.” Human Gene Therapy 24: 970–981. 10.1089/hum.2013.091.24028178 PMC3868392

[jat70108-bib-0068] Zolochevska, O. , and M. L. Figueiredo . 2011. “Cell‐Cycle Regulators cdk2ap1 and Bicalutamide Suppress Malignant Biological Interactions Between Prostate Cancer and Bone Cells.” Prostate 71: 353–367. 10.1002/pros.21249.20812223

[jat70108-bib-0069] Zolochevska, O. , X. Xia , B. J. Williams , A. Ramsay , S. Li , and M. L. Figueiredo . 2011. “Sonoporation Delivery of Interleukin‐27 Gene Therapy Efficiently Reduces Prostate Tumor Cell Growth In Vivo.” Human Gene Therapy 22: 1537–1550. 10.1089/hum.2011.076.21801027 PMC5915212

[jat70108-bib-0070] Zolochevska, O. , G. Yu , J. M. Gimble , and M. L. Figueiredo . 2012. “Pigment Epithelial‐Derived Factor and Melanoma Differentiation Associated Gene‐7 Cytokine Gene Therapies Delivered by Adipose‐Derived Stromal/Mesenchymal Stem Cells Are Effective in Reducing Prostate Cancer Cell Growth.” Stem Cells and Development 21: 1112–1123. 10.1089/scd.2011.0247.21671747

# Supplementary material for: Immunomodulation of the Prostate Tumor Microenvironment Following Inorganic Arsenic Exposure
**Source:** J Appl Toxicol. 2026 Feb 23;46(9):3274–87. doi: 10.1002/jat.70108
**Supplement:** Supplementary file 1 — Table S1: List of antibodies used for flow cytometry.

**Supplementary Table 1.** List of Antibodies Used For Flow Cytometry

| CELL TYPE | GOAL | MARKER | ANTIBODY | COMPANY | CATALOG | CONCENTRATION PER 10^6^ CELLS (µg/µL) |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| T Cells | T_helper_ | CD4 | PE/Dazzle™ 594 anti-mouse CD4 | Biolegend | 100455 | 0.25 µg |  |
|  | T_cytotoxic_ | CD8 | PerCP/Cy5.5 anti-mouse CD8a | Biolegend | 100734 | 1.0 µg |  |
|  | Gamma-Delta | TCR γ/δ | PE/Cy7 anti-mouse TCR γ/δ | Biolegend | 118123 | 0.25 µg |  |
|  | NKT | TCR Vβ7 | PE anti-mouse TCR Vβ7 | Biolegend | 118307 | 0.25 µg |  |
|  | IFN**γ** | IFN**γ** | APC anti-mouse IFN-**γ** | Biolegend | 505810 | 1.0 µg |  |
| Macrophages | Pan Macrophages | F4/80 | PE/Dazzle™ 594 anti-mouse F4/80 | Biolegend | 123145 | 0.5 µg |  |
|  |  | CD11b | PE/Cy7 anti-mouse CD11b | Biolegend | 101215 | 0.25 µg |  |
|  | M1 | CD38 | PE anti-mouse CD38 | Biolegend | 102707 | 0.06 µg |  |
|  | M2 | Egr2 | APC Anti-Mouse Egr2 | eBioscience | 17-6691-80 | 0.35 µg |  |
| MDSCs | Pan MDSCs | Gr-1 | PE anti-mouse Gr-1/Ly6G | R&D | FAB1037P | 10 µL |  |
|  |  | CD11b | PE/Cy7 anti-mouse CD11b | Biolegend | 101215 | 0.25 µg |  |
|  | M-MDSCs | Ly6c | PE/Dazzle™ 594 anti-mouse Ly-6C | Biolegend | 128043 | 0.06 µg |  |
|  | G-MDSCs | Ly6g | APC anti-mouse Ly-6G | Biolegend | 127613 | 0.06 µg |  |
| Abbreviations: APC, Allophycocyanin; CD, Cluster of Differentiation; Cy, Cyanine; F4/80, EGF-Like Module-Containing Mucin-Like Hormone Receptor-Like 1; Egr2, Early Growth Response Protein 2; G-MDSCs, Granulocytic MDSCs; Gr-1, Myeloid Differentiation Antigen; Ly6c, Lymphocyte Antigen 6 Complex, Locus C1; Ly6G, Lymphocyte Antigen 6G; IFNγ, Interferon Gamma; MDSCs, Myeloid Derived Suppressor Cells; M-MDSCs, Monocytic MDSCs; NKT, Natural Killer T Cells; PE, Phycoerythrin; PerCP, Peridinin Chlorophyll Protein Complex; TCR, T Cell Receptor | | | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

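Data from RNA sequencing of 12 TC2Ras tumors, taken 21 days after implantation, were processed again from the deposited table of counts. The tumors formed 4 groups of 3: Control, ASC (1% ASC among the 125000 cells implanted), As300 (300 ppb iAs in drinking water) and ASC_As300 (both). The sample labels give the cell type as stromal cells, while the paper's methods describe excised tumors, and the libraries are treated here as tumors. According to the paper, the authors made the deposited count values from paired-end reads by trimming with Cutadapt and Perl scripts, aligning to the mouse genome with HISAT2, and assembling and quantifying with StringTie, gffcompare and Ballgown. The step that turned these into counts, the genome build, the annotation and the tool versions are not stated. The values are whole numbers without normalization, with totals per tumor that differ. Low values are more frequent at multiples of 4 than beside them, without being confined to these, and how many counts correspond to 1 read pair is not known. A floor of 12 counts was set as if it were 4.

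The table holds 55401 Ensembl genes, 55141 of which have a symbol in the reference annotation and 260 do not. Total counts ran from 39157647 in ASC replicate 2 to 55168642 in As300 replicate 3. The most abundant gene took between 3.229% and 11.42% of the counts of a tumor. TMM factors lay between 0.9535 and 1.054. A principal component analysis of log2 CPM gave 17.27% of the variance to the first component, where Control replicate 1 was at -101.8, and 15.62% to the second. No tumor was left out.

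Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr by group, which kept 20818, and normalized by TMM. A quasi-likelihood model with 1 mean per group was fitted to all 12 tumors (common dispersion 0.1081, median prior degrees of freedom 4.4). Each gene was tested with the quasi-likelihood F test. A call needs a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 1.5-fold (0.585 on the log2 scale). The 7 comparisons are ASC, As300 and ASC_As300 against Control, ASC_As300 against ASC, the ASC effect over both iAs levels, the iAs effect over both ASC levels, and the interaction. The difference between an iAs effect with and without ASC is tested by the interaction alone. An exact test of 3 against 3 tumors cannot give a p-value under 0.1, so that p-values come from the fitted models. Log2 CPM values carry a prior count of 2.

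TIMER2.0, Metascape and TRRUST, which need services outside this work, were not run. In their place 47 gene lists were tested with camera at a preset correlation of 0.01, with fry, and with camera at a correlation estimated for each list, adjusting over the 47 lists within a comparison. Lists read from Figures 5C and 6C hold genes that the study chose on these tumors. A further 5 lists (brain region markers, a second lymph node list, a second muscle list, sterol synthesis and leukocytes) were written after the first results were seen, to test explanations. As an exception to the adjustment over 47 lists, these 5 were adjusted together with the 47. The same holds for fry values, and for list values of the interaction, in fits without Control replicate 1 or after the GC correction. Transcript GC content came from the GENCODE M21 annotation and covered 99.9% of the genes tested. The named genes follow a rule: all genes named in the RNA-seq results or measured by RT-qPCR in the paper, for each comparison up to 5 genes with a symbol and the smallest adjusted p-value in each direction among calls whose groups do not overlap, and up to 4 members with the smallest p-value for a list, with a range over the rest. H2-Ab1, Mt3, Adipoq and Plin1 fall outside this rule and were chosen after their values were seen, and some members of lists are named without values as examples.

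The alternatives were the DESeq2 Wald test, DESeq2 size factors in edgeR, no filter on low counts, at least 10 counts in every tumor, no minimum of the fold change, unadjusted p-values, the table summed by gene symbol, a fit of only the 6 tumors compared, the replicate number in the model, and leaving out each tumor in turn. Counts divided by 4 and rounded, and a lowess correction of each tumor for GC content, were added later. DESeq2 was run on the 33928 genes with any count, and it set no adjusted p-value for 19777 of them in ASC, 17888 in As300 and 18518 in ASC_As300. For each comparison the labels of the tumors were also exchanged: in all 10 splits of 3 against 3 tumors, and in 100 drawn splits for the comparisons that use all 12 tumors. The whole procedure was tested on simulated data with 200 of 20818 genes changed: edgeR called 84% of them with 7 false calls, and 1 gene in a comparison without change, and DESeq2 called 91.5% with 39 false calls. The slope of estimated on simulated log2 fold changes was 1.005, and camera gave a random list a p-value of 0.773. RT-qPCR, flow cytometry, tumor growth and culture experiments, and day 26, were not analysed here.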

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

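Among the tests below, those of a neuronal change in tumor cells, of nerve, of Control replicate 1, of the other settings of the interaction and of exchanged iAs labels for it were chosen after the results were seen.

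Genes outside those the paper discusses gave a signal in brain lists. The neuronal and glial lists were written to leave out the genes of Figure 5C, which already showed synaptic genes for As300. They were measured in the same tumors, so that they extend that signal and are not independent evidence of it. In As300 against Control, neuronal genes had a mean log2 fold change of 0.975 (camera adjusted p = 5.11e-13, fry adjusted p = 0.0236), glial genes of 1.129 (camera adjusted p = 1.24e-08, fry adjusted p = 0.0462) and neuroendocrine genes of 1.007 (camera adjusted p = 0.000624, fry adjusted p = 0.0747). The camera threshold was also passed in ASC by the neuronal list (0.3289), the glial list (0.4192) and the neuroendocrine list (0.4816), and in ASC_As300 by the neuronal list (0.2666). These 4 values had fry adjusted p-values between 0.262 and 0.376. They rested on Control replicate 1, whose neuronal score was 1.315 against 2.733 and 2.847 in the other Control tumors. Without it the 3 lists gave 0.1061, 0.13 and -0.06652 in ASC, and the neuronal list gave 0.0388 in ASC_As300.

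The As300 signal did not rest on that tumor alone. With it left out, the synaptic genes of Figure 5C gave 1.828, the neuronal list 0.7621 (fry adjusted p = 0.00812) and the glial list 0.8497 (fry adjusted p = 0.0115), while the neuroendocrine list fell to 0.4331 (fry adjusted p = 0.177). GC content as the whole cause is argued against by values of 2.111 for the synaptic genes, 0.9341 for the neuronal list and 1.179 for the glial list after the GC correction (fry adjusted p = 0.0353, 0.0441 and 0.0441), although 0 synaptic genes were then called over all genes (56 of 65 at an unadjusted p-value under 0.05 before the correction). A neuronal or neuroendocrine change of the tumor cells alone is argued against by the glial genes, which include myelin and astrocyte genes. Peripheral nerve is argued against by the Schwann cell list, which gave 0.935 without Control replicate 1 (fry adjusted p = 0.926) because As300 replicate 1 scored 2.627, whereas the other As300 tumors, at 1.445 and 1.394, lay below the 3 Control tumors (1.575 to 1.943). Brain region markers, a list written to test brain tissue as the source, gave 0.7358 without Control replicate 1, with 23 of 25 genes higher (fry adjusted p = 0.000177). With all tumors their value was 1.011 (fry adjusted p = 0.0449), and after the GC correction 0.8954, with 22 of 25 genes higher (fry adjusted p = 0.108), which no longer passed. RNA or reads from brain tissue are therefore a possible explanation that the tables leave open. How such RNA entered the libraries was not tested. An effect of iAs on the tumors, which the design names, stays open as untested by these lists, and it would have to raise neuronal, glial and regional brain genes together and be absent with ASC.

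For a further set of lists, a difference between groups was found: the iAs effect differed between tumors with and without ASC in the interaction by camera. Brain lists had values of -1.037 (neurons, camera adjusted p = 6.77e-10), -1.265 (glia, 3.82e-08), -1.433 (neuroendocrine, 0.000133) and -2.593 (synaptic genes, 4.54e-40), with fry adjusted p-values between 0.123 and 0.165. Leaving out Control replicate 1 gave -0.8294, -0.9901, -0.7378 and -2.256, at fry adjusted p-values of 0.0268, 0.0268, 0.15 and 0.00394. Brain tissue (0.7358, above) and an interaction of iAs with ASC both remain open for them.

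Lymphoid lists also differed between groups in the interaction: B cells 2.718 (camera adjusted p = 0.0029), T cells 1.061 (0.0182), lymph node stroma 1.665 (0.0481) and the lymphocyte genes of Figure 6C 2.376 (2.61e-06), with fry adjusted p-values between 0.79 and 0.842. The same lists without Control replicate 1 were at -0.4848, -0.1475, 0.285 and -0.04342, with camera adjusted p-values between 0.672 and 0.771. That tumor scored 4.396 for B cells against -0.1913 and -0.03693 in the other Control tumors. A second lymph node list, written to test lymph node tissue in the sample, lay 0.9361 above the highest of the other 11 tumors (2.561) in Control replicate 1. The total count of that tumor, 47068947, was the median of its group, which argues against its depth. A tumor with ASC under a Control label is argued against by its interferon score, which differed by -1.069 from the lowest tumor with ASC (4.218 against 5.287). Lymph node tissue in the sample of Control replicate 1 is a possible explanation for these 4 differences, and a B cell rich infiltrate of that tumor was not separated from it.

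NK cells had an interaction of 0.8541 (camera adjusted p = 0.00347, fry adjusted p = 0.161), with 14 of 14 genes higher. It was 0.7427 without Control replicate 1 and 0.6804 after the GC correction (camera adjusted p = 0.00885 and 0.013), so that neither accounts for it alone. No other technical explanation was tested for NK cells, and the design's own explanation, an iAs effect that depends on ASC, stays open.

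Skeletal muscle genes had an interaction of -1.337 (camera adjusted p = 0.0482, fry adjusted p = 0.842), and -0.8177 without Control replicate 1 (camera adjusted p = 0.699). The score was high in single tumors of several groups, 6.567 in Control replicate 2 and 6.407 in As300 replicate 1 against -1.726 in Control replicate 1 and -0.9208 in ASC_As300 replicate 3. A second muscle list followed the first over the 12 tumors with a Spearman correlation of 0.979 (permutation p = 1e-05, the smallest these permutations give). Muscle genes would vary together whatever their source, so that muscle tissue carried with some tumors cannot be told apart from another source of these transcripts.

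The smaller differences between groups in the interaction were macrophages -0.1843 (camera adjusted p = 0.0234), endothelial cells -0.269 (0.0309), sex-linked genes 0.3454 (0.012) and the interferon genes of Figure 5C 0.3642 (0.00715), with fry adjusted p-values between 0.454 and 0.842. They became -0.2115, -0.2669, 0.4121 and 0.05374 without Control replicate 1, and after the GC correction -0.1127, -0.201, 0.09265 and 0.321. The camera adjusted p-value of the sex-linked list was then 0.0103 and 0.111, so that GC content is open for it, and that of the interferon genes was 0.715 and 0.0043, so that Control replicate 1 is open for them. For macrophages and endothelial cells it was 0.0509 and 0.168 without that tumor, and 0.177 and 0.111 after the correction. An interaction of iAs with ASC was not excluded for any of these lists.

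Labels were exchanged to count how often other splits give so many differences. With the ASC labels exchanged within each iAs level, 71 of 100 splits gave as many lists as the 14 found for the interaction. Such splits turn part of the ASC effect into an apparent interaction, so that chance cannot be told apart by them. With the iAs labels exchanged within each ASC level, 78 of 100 splits gave as many lists, at most 36. For genes neither exchange is a test, since 0 were called for the interaction (438 up and 773 down at an unadjusted p-value under 0.05) and all 100 splits reach that number by necessity. None of the 14 lists passed fry after adjustment (5 of the 47 lists before it).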

How the results depend on the processing

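GC correction and counts divided by 4 were chosen after the data were seen. Of the results below, the counts of calls are compared with 147 up and 3 down in ASC, 146 and 74 in As300, 168 calls (5 of them down) in ASC_As300, 0 and 0 between ASC_As300 and ASC (127 and 301 unadjusted), 283 and 18 for ASC over both iAs levels, 0 and 0 for iAs over both ASC levels (188 and 497 unadjusted) and 0 and 0 for the interaction (438 and 773 unadjusted). Outside the fits that left out a tumor, 59 counts moved by more than 1.5 times and 103 did not. For the lists, 401 values kept their direction and their side of the threshold, 45 fell below it, 5 passed it and 9 reversed, and for single genes the numbers were 554, 27, 18 and 5. In the fits that each left out 1 tumor, 68 counts moved and 124 did not. There, 491 list values kept direction and side, 16 fell below the threshold, 10 passed it and 35 reversed, against 765, 121, 10 and 16 for genes. In ASC and ASC_As300, the interferon response list, the Figure 5C interferon genes, MHC class I and the CD8+ T cell list kept their direction and their side of the threshold under every alternative. Except where the setting itself removes genes, tumors or the adjustment, the cause was not tested.

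With the DESeq2 Wald test there were 373 up and 78 down in ASC, 496 up and 322 down in As300, 317 up and 73 down in ASC_As300, 4 up and 7 down in ASC_As300 against ASC, 85 down for ASC over both iAs levels, 25 up and 70 down for iAs over both ASC levels, 28 up and 145 down for the interaction, 250 shared up calls and 27 shared down calls. At an unadjusted p-value under 0.05 there were 702 up and 317 down in ASC, 750 up and 764 down in As300, 545 up and 476 down in ASC_As300, 127 up and 301 down in ASC_As300 against ASC, 626 up and 330 down for ASC over both iAs levels, 188 up and 497 down for iAs over both ASC levels, 438 up and 773 down for the interaction, 405 shared up calls and 139 shared down calls. With only the 6 tumors of the compared groups in the fit there were 87 up in ASC, 34 down in As300, 41 down in ASC_As300, 1 up in ASC_As300 against ASC, 82 shared up calls and 6 shared down calls. With at least 10 counts required in every tumor there were 11 down in ASC, 339 up and 115 down in As300 and 34 down for ASC over both iAs levels. Dropping the fold change minimum gave 7 down in ASC, 328 up and 265 down in As300, 9 down in ASC_As300, 29 down for ASC over both iAs levels and 4 shared down calls. Counts divided by 4 gave 9 down in ASC, 354 up in As300 and 28 down for ASC over both iAs levels. After the GC correction there were 8 down in ASC, 0 up and 0 down in As300, 2 down in ASC_As300 and 0 shared down calls. Without a filter on low counts there were 8 up and 0 down in As300 and 3 down in ASC_As300. With the replicate number as a block there were 2 shared down calls.

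Only lists whose values were followed through the alternatives are named here and below. Over all 47 lists, camera called 23 in ASC, 17 in As300 and 23 in ASC_As300. With a correlation estimated for each list, 7, 0 and 6 of these calls held. Among the lists followed, those no longer called in ASC were M1 macrophages (0.76), mast cells (0.42), Th1 cells (0.73) and B cells (-2.42). In ASC_As300 they were M1 macrophages (0.71), Th1 cells (0.66), MHC class II (0.48) and adipocytes (-2.51). The Figure 6C adipose and lipid genes (-3.17) and lymphocyte genes (-2.13) were also lost there. In As300 they were NK cells (-0.59), the Figure 5C synaptic genes (2.17), the neuronal list (0.98) and the glial list (1.13). B cells (-3.47), T cells (-1.19) and the Figure 5C interferon genes (-0.27) were also lost in As300. The same held there for the Figure 6C lymphocyte genes (-2.98) and the Figure 6C adipose and lipid genes (-2.46). The mean of a list is not altered by that choice. Under fry, 10, 3 and 10 of the camera calls in ASC, As300 and ASC_As300 held over all 47 lists. Of the lists followed, mast cells (0.42), Th1 cells (0.73) and B cells (-2.42) no longer passed the threshold in ASC. In ASC_As300 these were Th1 cells (0.66), adipocytes (-2.51), the Figure 6C adipose and lipid genes (-3.17) and the Figure 6C lymphocyte genes (-2.13). In As300 these were NK cells (-0.59), B cells (-3.47), T cells (-1.19) and the Figure 5C interferon genes (-0.27). The Figure 6C lymphocyte genes (-2.98) and the Figure 6C adipose and lipid genes (-2.46) were also lost in As300. The mean itself is unchanged by that test. Lists also fell below the camera threshold with other settings. This concerned NK cells (-0.47) and the Figure 5C interferon genes (-0.22) in As300 with only the 6 tumors of the compared groups. This concerned mast cells (0.51), Th1 cells (0.39) and B cells (-1.70) in ASC, Th1 cells (0.33) and the Figure 6C lymphocyte genes (-1.24) in ASC_As300 and the Figure 5C interferon genes (-0.21) in As300 with at least 10 counts in every tumor. This concerned mast cells (0.44) in ASC and NK cells (-0.50) in As300 with counts divided by 4. Below it with the GC correction were NK cells (-0.39) in As300. Below it with DESeq2's size factors in edgeR were mast cells (0.43) in ASC. Below it with the table summed by gene symbol were mast cells (0.42) in ASC. Lists that passed the threshold only under an alternative were lipid synthesis (-0.51) in ASC_As300 with only the 6 tumors of the compared groups, NK cells (0.45) and lipid synthesis (-0.55) in ASC_As300 and Tfh cells (-1.02) in As300 with the GC correction and lipid synthesis (-0.51) in ASC_As300 with the replicate number as a block.

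Directions reversed for antimicrobial proteins (-0.087) in ASC and neutrophils (-0.31) in ASC_As300 with at least 10 counts in every tumor. They also reversed for myeloid progenitors (-0.019), Lag3 (-0.004981), Tcf3 (-0.031) and Srebf1 (-0.13) in As300 and Tcf3 (-0.084) in ASC with the GC correction. They also reversed for myeloid dendritic cells (-0.26) and antimicrobial proteins (-0.67) in ASC and neutrophils (0.084) and myeloid progenitors (-0.59) in As300 with no filter on low counts. They also reversed for antimicrobial proteins (-0.13) in ASC, myeloid progenitors (-0.067) in As300 and Cebpa (0.014) in ASC_As300 with the replicate number as a block.

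Across the 12 fits that each left out 1 tumor, with a tumor that gave each end named in parentheses as the 1 left out, the calls ranged over 100 (ASC 2) to 298 (ASC 1) up in ASC, 1 (ASC 3) to 57 (ASC 1) down in ASC, 0 (Control 1) to 279 (ASC 1) up in As300, 0 (Control 1) to 165 (ASC 3) down in As300, 88 (ASC_As300 3) to 199 (Control 1) up in ASC_As300, 0 (ASC_As300 1) to 15 (ASC 2) down in ASC_As300, 0 (Control 1) to 1 (ASC 2) up in ASC_As300 against ASC, 0 (Control 1) to 1 (ASC_As300 3) down in ASC_As300 against ASC, 11 (ASC_As300 3) to 32 (ASC 2) down for ASC over both iAs levels, 0 (Control 1) to 14 (ASC 3) up for iAs over both ASC levels, 0 (Control 1) to 45 (ASC 3) down for iAs over both ASC levels, 0 (Control 1) to 1 (ASC 3) up for the interaction, 0 (Control 1) to 1 (ASC_As300 3) down for the interaction, 81 (ASC_As300 3) to 171 (Control 1) shared up calls and 0 (Control 1) to 4 (ASC 2) shared down calls. The ranges below are for lists whose side of the threshold or direction changed in these fits, and for genes whose direction changed. Genes that changed only their side of the threshold are left out of them. Mean log2 fold changes of these lists and log2 fold changes of these genes ranged as follows in ASC: myeloid dendritic cells -0.38 (ASC 2) to 0.55 (Control 1), mast cells 0.16 (ASC 2) to 0.56 (ASC 3), Tfh cells -0.22 (Control 3) to 0.91 (Control 1), Th1 cells 0.30 (Control 3) to 1.37 (Control 1), antimicrobial proteins -1.11 (ASC 2) to 0.53 (Control 1), B cells -3.23 (ASC 2) to 0.77 (Control 1), Arg1 -0.18 (ASC 1) to 0.31 (ASC 3) and Pax5 -3.41 (ASC 2) to 1.28 (Control 1). The ranges in ASC_As300 were neutrophils -0.028 (Control 3) to 0.53 (Control 1), Th1 cells 0.35 (Control 3) to 1.30 (Control 1), regulatory T cells 0.15 (ASC_As300 2) to 0.72 (Control 1), plasma cells -1.58 (Control 3) to 1.11 (Control 1), NK cells 0.035 (ASC_As300 2) to 0.47 (ASC_As300 3), monocytes -0.29 (Control 3) to 0.13 (Control 1), lipid synthesis -0.61 (Control 3) to -0.42 (Control 2), the Figure 6C lymphocyte genes -2.56 (Control 3) to 0.27 (Control 1), Cebpa -0.24 (Control 3) to 0.30 (Control 1), Pou2af1 -3.75 (Control 2) to 1.02 (Control 1) and Pparg -0.34 (Control 3) to 0.068 (Control 1). For As300 they were neutrophils -0.46 (As300 1) to 0.20 (Control 1), NK cells -0.84 (As300 3) to -0.48 (Control 1), Tfh cells -1.31 (Control 3) to -0.18 (Control 1), CD8+ T cells -0.69 (As300 3) to -0.069 (Control 1), regulatory T cells -0.40 (Control 3) to 0.10 (Control 1), myeloid progenitors -0.061 (Control 2) to 0.28 (Control 1), B cells -4.21 (As300 2) to -0.28 (Control 1), T cells -1.52 (Control 3) to 0.014 (Control 1), the Figure 5C interferon genes -0.46 (Control 3) to 0.033 (Control 1), Pdcd1 -0.61 (As300 3) to 0.35 (Control 1), Ccl3 -0.74 (As300 1) to 0.14 (As300 2), Lag3 -0.29 (As300 3) to 0.64 (Control 1), Irf1 -0.13 (Control 2) to 0.089 (Control 1), Nos2 -0.40 (As300 1) to 0.77 (As300 3), Arg1 -0.083 (As300 1) to 0.42 (Control 2) and Pou2f2 -0.086 (Control 3) to 0.74 (Control 1). These fits tested 21664 to 21837 genes against 20818 with all tumors, because the filter on low counts then asks for fewer tumors. The myeloid dendritic list in ASC was negative in 10 of the 12 fits, which were those that tested 14 of its genes in place of 13, and the antimicrobial list in 11. Control replicate 1 gave 1 end of the range in most of these, among them the plasma cell, monocyte and lymphocyte lists in ASC_As300 and the B cell list in ASC, which reversed without it. The As300 calls were 0 in both directions when any 1 of the Control tumors, or ASC_As300 replicate 1 or 3, was left out, although without Control replicate 1 the unadjusted counts were 959 up and 541 down.

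DESeq2 has no counterpart of the list tests, so that the lists have no value under it, and a gene without an adjusted p-value in DESeq2, such as Ifng in ASC, has none either. The replicate numbers did not pair the tumors: after removing group means, the correlations between tumors of the same number lay between -0.1241 and 0.1721 (median 0.0273), and between tumors of different numbers between -0.222 and 0.2463. With the numbers as a block the shared down calls were 2, and this block is no evidence about pairs of animals. Genes at or under 12 counts in a group, such as Ifng in Control, allow only lower bounds, and Tmprss2 had too few counts to be tested under the filter.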

Differences from the paper's values

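In the comparison of 16 RT-qPCR values with RNA-seq fold changes at day 21, 4 differed by a rule of size. They did so by more than 1.5 times and by more than the SD between replicates, that of the treated RNA-seq group over the Control mean. This rule leaves out the spread of the Control tumors and of the RT-qPCR, and the standard errors of the log2 fold changes, which were wide for Nos2. It is therefore no test, and a difference beyond error is not shown by it. The paper's fold change of Il1b in ASC was about 2.8 (Fig. 7, read by eye), and the RNA-seq value was 1.509. With all 18 alternatives set before the data were examined it still differed, with values of 1.256 to 1.805. For Nos2 in ASC the paper's value was about 3.9 (Fig. 7, read by eye) and the RNA-seq value 1.894, and they differed with every one of these alternatives (1.392 to 2.286). In As300 the paper's Nos2 value was about 2.3 (Fig. 7, read by eye) against 1.285. Of the alternatives set before the data were examined, 3 left a difference smaller than the SD between replicates of 0.9506, without Control replicate 2 (1.564), without As300 replicate 2 (1.436) and without As300 replicate 3 (1.702), all still under the paper's value, and the other 15 did not. Without As300 replicate 1 it was 0.7565. In ASC_As300 the paper's Nos2 value was about 3.4 (Fig. 7, read by eye) against 1.876, and the values differed with all 18 alternatives (1.6 to 2.253).

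The paper reports TGFβ as unchanged in all groups by RT-qPCR, while Tgfb1 was called up in As300 by RNA-seq, with a log2 fold change of 0.63, and was not called when any 1 of the Control tumors was left out (0.57 without As300 replicate 2, likewise not called).

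According to the paper's TIMER2.0 estimates, ASC lowers M1 macrophages, myeloid dendritic cells, activated mast cells and Tfh cells. By flow cytometry at day 21 the paper reports more macrophages in ASC, with an unchanged share of M1-like cells. TIMER2.0 estimates the abundance of cells, while a list value is a mean change in expression, so that only directions can be set side by side. The lists used here gave mean log2 fold changes of 0.76 for M1 macrophages, 0.23 for myeloid dendritic cells, 0.42 for mast cells and 0.03 for Tfh cells. No setting gave a lower value than Control for M1 macrophages or mast cells. The M1 list shares Cxcl9 and Cxcl10 with the interferon lists, so that its value does not measure macrophages alone. The dendritic list was negative with no filter on low counts (-0.26) and in 10 of the 12 fits that left out 1 tumor (lowest -0.38, without ASC replicate 2), and the Tfh list without Control replicate 2 (-0.11), Control replicate 3 (-0.22) or ASC replicate 2 (-0.05). None of these passed the threshold. The paper has regulatory T cells raised in ASC, and the list gave 0.28 without passing the camera threshold in any setting.

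In ASC_As300 the paper lists M1 and M2 macrophages, neutrophils, CD8+ T cells, Th1 cells, NK cells and monocytes as reduced by TIMER2.0. Its flow cytometry at day 21 has CD8+ T cells and macrophages above Control in this group, and its enriched pathways there include CD8+ T cell differentiation. The lists therefore differ from the TIMER2.0 estimates and not from all of the paper's evidence. The values here were 0.71 (M1), -0.28 (M2), 0.13 (neutrophils), 1.28 (CD8+ T cells), 0.66 (Th1), 0.32 (NK) and -0.17 (monocytes, 0.13 without Control replicate 1). Neutrophils were negative with at least 10 counts in every tumor (-0.31) and without Control replicate 3 (-0.03), and no setting called any of the 7 lists down. The paper has regulatory T cells and plasma cells raised in ASC_As300, and these lists gave 0.35 and -1.24. Both were called up without Control replicate 1 (0.72 and 1.11, camera adjusted p = 0.0241 and 0.00083, in ranges of 0.0241 to 0.645 and 0.00083 to 0.966 over all alternatives).

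For As300 the paper lists lower M1 macrophages, neutrophils, Tfh cells and CD8+ T cells by TIMER2.0. All 4 lists were lower here, by -0.26, -0.21, -1.08 and -0.51, and none passed the camera threshold. Tfh cells passed it without Control replicate 2 (-1.20), without Control replicate 3 (-1.31) and after the GC correction (-1.02), a setting chosen after seeing the values. CD8+ T cells passed it without Control replicate 3 (-0.68) and without As300 replicate 3 (-0.69). Regulatory T cells and fibroblasts, which the paper has raised, gave -0.28 and -0.14, the first turning to 0.10 without Control replicate 1. Myeloid progenitors, also raised in the paper, gave 0.05 and were not called in any setting.

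The paper describes a substantial overlap of the downregulated genes of ASC_As300 and As300, and 1 gene was shared here, against 27 with the DESeq2 Wald test, 6 with only the 6 tumors compared and 139 at an unadjusted p-value under 0.05. It also states a stronger enrichment of interferon and antigen presentation pathways in ASC_As300 than in ASC, and the difference between these groups was -0.03 for the interferon response list and -0.03 for MHC class I.

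Cxcr6 and Ccl3 are placed by the paper among the genes of both ASC groups, and neither was called in ASC_As300. Cxcr6 had a log2 fold change of 1.93 there (edgeR adjusted p = 0.0614). It was called with the DESeq2 Wald test (adjusted p of 0.000257), without ASC_As300 replicate 2 (0.0448) and with counts divided by 4 (0.0373), which was chosen after seeing the values, in a range of 0.000257 to 0.25. Ccl3 had 1.84 (edgeR adjusted p = 0.0692). It was called with the DESeq2 Wald test (0.000354), with only the 6 tumors compared (0.0284), without ASC replicate 2 (0.0492), without As300 replicate 1 (0.0324) and with the replicate number as a block (0.0418), in a range of 0.000354 to 0.3. Fgf12, which the paper shows for As300, had 1.85 and was not called in any setting (adjusted p of 0.0716 to 0.443), and Tmprss2, shown for ASC, had at most 11 counts and was not tested. Ifng, raised in ASC in the paper by RT-qPCR, was at least 8.25-fold higher in ASC here, so that no difference in size is shown. It was not called in ASC (edgeR adjusted p = 0.0563), and was called with only the 6 tumors compared (0.0218) and without As300 replicate 2 (0.00162). In settings chosen after seeing the values, Ifng was called with counts divided by 4 (0.0108) and after the GC correction (0.0473), in a range of 0.00162 to 0.206.

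Among the genes shown in Figures 5C and 6C as changed, 5 of 65 synaptic genes were called up in As300 here, and 31 with the DESeq2 Wald test, 24 with counts divided by 4 (chosen after seeing the values), 14 with at least 10 counts in every tumor, 11 without ASC replicate 3, 9 without ASC replicate 1, 8 with DESeq2 size factors in edgeR and 6 with the table summed by gene symbol. Fewer were called with the replicate number as a block and without As300 replicate 1 (2 each), with only the 6 tumors compared and without ASC replicate 2 (1 each), and 0 with no filter on low counts, with the GC correction (chosen after seeing the values) and without any 1 of the Control tumors, As300 replicates 2 and 3 or the ASC_As300 tumors, against 56 at an unadjusted p-value under 0.05 with all tumors. Of 35 lymphocyte genes, 1 was called down in As300, and 8 with the DESeq2 Wald test, 6 with counts divided by 4, 4 each without ASC replicates 1 and 3 and 2 with at least 10 counts in every tumor. It was 0 with no filter on low counts, with the replicate number as a block, with only the 6 tumors compared, with the GC correction and in the other 10 fits that each left out 1 tumor (26 at an unadjusted p-value under 0.05 with all tumors). Of 41 adipose and lipid genes, 0 were called down in ASC_As300 (27 at an unadjusted p-value under 0.05), and 12 with only the 6 tumors compared, 7 without ASC replicate 2, 6 with the DESeq2 Wald test and 0 with the other adjusted settings.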

Other observations

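Of the tests below, those of Control replicate 1, of the depth of the libraries and of adipose tissue carried with tumors were chosen after the results were seen.

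Exchanging the labels of the tumors gave the following counts. The 150 genes called in ASC, the 220 in As300 and the 168 in ASC_As300 against Control were each reached by 1 of the 10 splits of the 6 tumors, the real one, and no other split gave more than 1 call. With 10 splits the share cannot fall under 0.1, so that these splits alone cannot tell the 3 counts apart from a split that happened to be extreme. ASC and ASC_As300 shared 125 up calls, against 0 in the 20 simulations with common Control tumors and no true change. At an unadjusted p-value under 0.05 they shared 405, against at most 98. In the simulations the genes varied independently of each other, without a trend of any single Control tumor. Within that limit, these values argue against chance for the up calls that ASC and ASC_As300 share, and leave it open for As300. For ASC_As300 against ASC, 0 genes were called (127 up and 301 down at an unadjusted p-value under 0.05), which all 10 splits reach by necessity, so that their count tests nothing. Over both iAs levels, the 301 genes called for ASC were reached by 1 of 100 splits, and the next highest count was 2, which argues against a split by chance. The 0 genes called for iAs over both ASC levels (188 up and 497 down at an unadjusted p-value under 0.05) are likewise reached by all 100 by necessity.

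The numbers of lists called by camera were reached by many splits. For the 23 lists in ASC it was 5 of 10 splits, for the 17 in As300 9 of 10, for the 23 in ASC_As300 4 of 10 and for the 9 between ASC_As300 and ASC 5 of 10. Of 100 splits, 20 reached the 24 lists of the ASC effect and 55 the 19 lists of the iAs effect, with at most 38 and 36 lists. A camera call at the preset correlation is by these counts not evidence of a difference on its own. Of the 9 lists between ASC_As300 and ASC, 0 held under fry (0 unadjusted), and of the 19 for iAs 0 held (4 of the 47 lists unadjusted).

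Interferon genes were higher in tumors with ASC, with a mean log2 fold change of 1.611 in ASC. Leukocytes that bring their own transcripts are argued against as the whole cause by the leukocyte list, which rose by 0.3752, so that the difference was 1.236. Without Control replicate 1 the leukocyte list rose by 0.6549 (fry adjusted p = 0.00773), still less than the interferon list in that fit (1.821). After the GC correction the interferon value was 1.628, and without Control replicate 1 it was 1.821, which argues against both as its cause. The lowest total count with ASC was 39157647 and the highest 52924862, against 41670675 to 55168642 without ASC, ranges that overlap and leave depth without support. The technical explanations tested are each argued against, and an interferon response of the tumor tissue to ASC is a hypothesis that was found and tested on the same data. Which cells respond was not tested.

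In As300 tumors the lymphocyte genes of Figure 6C were lower, by -2.98 on average. The value without Control replicate 1 was -0.5651 (camera adjusted p = 0.0122, fry adjusted p = 0.316). Whether a lower lymphocyte content of As300 tumors exists beyond the contribution of Control replicate 1 cannot be told apart here, since 2 Control tumors are then left and the camera and fry tests disagree. In ASC_As300 the same genes gave 0.268 without that tumor, against -2.13 with it, so that the lower value in ASC_As300 can be traced to Control replicate 1.

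Adipose and lipid genes were lower in ASC_As300 than in Control. The adipocyte score had a range of 4.076 within the ASC group, where replicate 2 was at 5.054 and the others at 1.019 and 0.9775, while Control and ASC_As300 means differed by 2.571. Within these 2 groups the range was smaller, 1.561 in Control and 1.756 in ASC_As300, and they did not overlap (lowest Control score 2.642, highest ASC_As300 score 1.661). Adipose tissue carried with some tumors therefore cannot be told apart from a difference between the groups, since the wide spread was found in a group outside the comparison. Control replicate 1 alone is argued against by a value of -2.588 for the adipose and lipid genes without it. Whether lipid synthesis in the tumor cells was lower cannot be told apart here, since sterol synthesis genes went both ways, with a mean log2 fold change of 0.09201 and 10 of 18 genes higher (fry adjusted p = 0.699), while the lipid synthesis list was at -0.508 with 3 of 18 higher (camera adjusted p = 0.0949, fry adjusted p = 0.25), and the camera adjusted p was 0.00864 without ASC replicate 2 (-0.507), 0.0179 without Control replicate 3 (-0.6132) and up to 0.388 without Control replicate 2 (-0.4211). A difference in the adipose content of the tumors between groups, which the design names as an effect of iAs and ASC, remains untested.

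The 220 calls of As300 followed GC content. The Spearman correlation of transcript GC with the log2 fold change was 0.367 in As300, 0.253 in ASC and 0.289 in ASC_As300. In single tumors the correlation of GC with the deviation from the mean was -0.264, -0.168 and -0.326 in Control, -0.16, -0.0206 and 0.161 in ASC, 0.0596, 0.308 and 0.195 in As300 and -0.0356, 0.114 and 0.0569 in ASC_As300. After the GC correction 0 genes were called in As300 (637 up and 476 down at an unadjusted p-value under 0.05, smallest adjusted p = 0.084). Of the ASC calls 134 of 150 were kept, of the ASC_As300 calls 137 of 168 and of the calls for ASC over both iAs levels 293 of 301. A GC trend of the libraries is a possible explanation for the As300 calls. The correction also removes a biological difference that goes with GC, and so it excludes none. Of the 220 genes, 50.45% moved in the same direction in ASC_As300 against ASC (43.15% of those up and 64.86% of those down), and 10 of 20 labelings of the tumors with ASC gave a share as high, from 15 to 84.55 among the others. Whether tumors with ASC share an iAs effect cannot be told apart from chance with 3 tumors per group.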
